# A regulatory loop involving the cytochrome P450-soluble epoxide hydrolase axis and TGF-β signaling

**DOI:** 10.1016/j.isci.2024.110938

**Published:** 2024-09-16

**Authors:** Xiaoming Li, Sebastian Kempf, Fredy Delgado Lagos, Ürün Ukan, Rüdiger Popp, Jiong Hu, Timo Frömel, Stefan Günther, Andreas Weigert, Ingrid Fleming

**Keywords:** Biochemistry, Molecular biology, Cell biology, Omics, Transcriptomics

## Abstract

Fatty acid metabolites, produced by cytochrome P450 enzymes and soluble epoxide hydrolase (sEH), regulate inflammation. Here, we report that the transforming growth factor β (TGF-β)-induced polarization of macrophages to a pro-resolving phenotype requires Alk5 and Smad2 activation to increase sEH expression and activity. Macrophages lacking sEH showed impaired repolarization, reduced phagocytosis, and maintained a pro-inflammatory gene expression profile. 11,12-Epoxyeicosatrienoic acid (EET) was one altered metabolite in sEH^−/−^ macrophages and mimicked the effect of sEH deletion on gene expression. Notably, 11,12-EET also reduced Alk5 expression, inhibiting TGF-β-induced Smad2 phosphorylation by triggering the cytosolic translocation of the E3 ligase Smurf2. These findings suggest that sEH expression is controlled by TGF-β and that sEH activity, which lowers 11,12-EET levels and promotes TGF-β signaling by metabolizing 11,12-EET to prevent Alk5 degradation. Thus, an autocrine loop between sEH/11,12-EET and TGF-β1 regulates macrophage function.

## Highlights

• Macrophages lacking soluble epoxide hydrolase fail to form a pro-resolving phenotype
• Soluble epoxide hydrolase activity determines TGF-β signaling via expression of Alk5
• 11,12-EET activates Smurf2 to initiate the degradation of Alk5

## Introduction

The soluble epoxide hydrolase (sEH; gene = *Ephx2*) is a bifunctional enzyme that acts as a lipid phosphatase and an epoxide hydrolase, metabolizing epoxides of polyunsaturated fatty acids (PUFAs) to their vicinal diols (for reviews see^1^^,^^2^). Inhibiting the sEH is generally associated with anti-inflammatory effects attributed to the accumulation of its substrates and/or the absence of specific cytotoxic diols. For example, the accumulation of the epoxides of arachidonic acid, i.e., epoxyeicosatrienoic acids (EETs), has been linked with beneficial effects in the lung,^3^ kidney, and cardiovascular system.^2^ Indeed, deletion of the sEH attenuates lipopolysaccharide (LPS)-induced pulmonary inflammation,^4^^,^^5^ and sEH deletion or inhibition attenuates atherosclerosis.^6^^,^^7^^,^^8^^,^^9^^,^^10^ Similar protective effects have also been described in the kidney.^11^^,^^12^ On the other hand, sEH inhibition can prevent the generation and deleterious actions of high concentrations of the linoleic acid diol 12,13-dihydroxyoctadecenoic acid (12,13-DiHOME), which seems to play crucial role in adult respiratory distress syndrome associated with burn injury^13^^,^^14^ and COVID-19.^15^^,^^16^^,^^17^ The sEH also generates the docosahexaenoic-acid-derived diol, 19,20-dihydroxydocosapentaenoic acid, which has been causally implicated in non-proliferative diabetic retinopathy^18^ and the retinal vasculopathy associated with polycystic kidney disease.^19^

The inflammatory reaction is characterized by distinct phases, each associated with a specific lipid profile. Although significant attention has been given to the roles of cyclooxygenase and lipoxygenase products, as well as sphingolipids and specialized pro-resolving mediators, less focus has been placed on the mediators generated by the sequential actions of cytochrome P450 (CYP) enzymes and the sEH. The role of sEH in the innate immune system is not well understood, but altering its activity is known to affect neutrophil infiltration.^5^^,^^20^^,^^21^ Monocytes and macrophages also express the enzyme, and its levels remain stable during the differentiation of peripheral blood monocytes into macrophages.^22^ sEH inhibition has been shown to prevent the classical activation, or M1 polarization, of macrophages^23^^,^^24^^,^^25^^,^^26^^,^^27^ and inhibit LPS-induced cytokine release.^28^^,^^29^ Similar effects have been attributed to the EETs that accumulate following sEH inhibition.^25^ The result is a bias in the differentiation of macrophages toward an anti-inflammatory (alternatively activated or M2) phenotype.^24^^,^^30^ However, many of the findings reported *in vivo* can also reflect the consequences of sEH inhibition or deletion on the proliferation of stem cells and the mobilization of bone-marrow-derived cells^31^ rather than direct effects on cell function. The aim of this study was to more thoroughly investigate the role of the sEH in macrophage polarization and function, focusing more closely on the pathways regulating sEH expression and the impact of sEH deletion on the process of resolution.

## Results

### Effect of altered sEH expression on inflammation and its resolution in a mouse model of peritonitis

To determine the *in vivo* relevance of sEH deficiency on the resolution of inflammation, 8- to12-week-old wild-type and sEH^−/−^ mice were challenged with zymosan to induce peritonitis, and the cellular constituents of the peritoneal lavage fluid were monitored over 6 days. Peritonitis resulted in neutrophil recruitment on day one, which was significantly attenuated in sEH^−/−^ mice (Figure 1A). On day 3, more CD8^+^ T cells but fewer T regulatory cells and natural killer cells were recovered from sEH^−/−^ mice (Figures S1). At later time points, lavage from sEH^−/−^ mice contained fewer recruited macrophages, dendritic cells, and conventional dendritic cells and on day 6 also significantly fewer resident macrophages. These observations revealed a significant effect of sEH in promoting both the initiation and resolution of inflammation.

**Figure 1:**
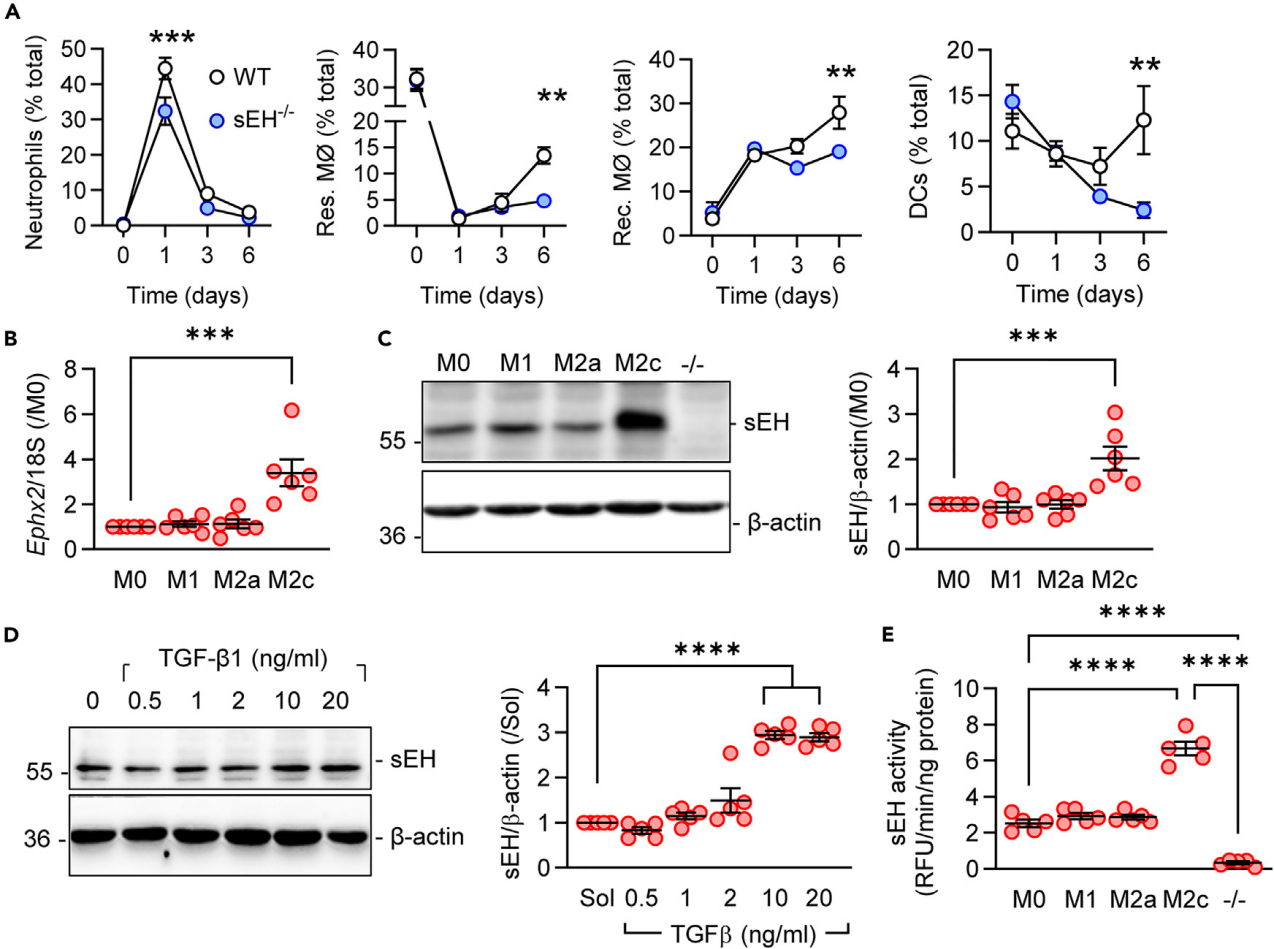
Consequence of impaired sEH activity on the resolution of inflammation and sEH expression in macrophages (A) Cells present in peritoneal fluid from wild-type and sEH^−/−^ mice up to 6 days after a single intraperitoneal injection of zymosan A (10 mg/kg). Neutrophils, Res. MØ, resident macrophages; Rec. MØ, recruited macrophages; DCs, dendritic cells; n = 5–6 animals per group. (B and C) *Ephx2* RNA (B) and sEH protein (C) in murine bone-marrow-derived macrophages under basal conditions M0 (Sol) and after polarization to the M1, M2a, or M2c states; *n* = 6 mice per group. M2c macrophages from sEH^−/−^ mice were included as a negative control. (D) Concentration-dependent effects of TGF-β1 (48 h) on sEH expression in M1-polarized murine macrophages; *n* = 5 mice per group. (E) sEH activity in polarized macrophages; *n* = 5 independent experiments. M2c-polarized macrophages from sEH^−/−^ mice were included as a negative control. Error bars = SEM, (A) Two-way ANOVA followed by Sidak’s multiple comparisons test; (B–E) one-way ANOVA and Tukey’s multiple comparisons test. ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001.

### Impact of macrophage polarization on sEH expression

The sEH is expressed in bone marrow progenitor cells and its deletion attenuates the mobilization of myeloid cells from the bone marrow,^31^ meaning that the effects observed *in vivo* were likely to reflect a combination of sEH-dependent actions on myeloid mobilization and differentiation. Therefore, we concentrated on the phenotype of murine bone-marrow-derived macrophages. *Ephx2*/sEH was expressed at comparable levels by naive (M0) macrophages as well as in classically activated M1 and alternatively activated or M2a-polarized macrophages (Figures 1B and 1C). However, its levels were significantly higher in macrophages repolarized from M1 to a pro-resolution M2c phenotype with transforming growth factor β1 (TGF-β1). The latter phenomenon was concentration dependent (Figure 1E) and accompanied by a marked increase in sEH activity (Figure 1D).

A major role of macrophages during the resolution of inflammation is the efferocytosis of apoptotic neutrophils and phagocytosis of other cellular debris.^32^ Consistent with the consequences of sEH deletion on the resolution of inflammation, the phagocytosis of zymosan was clearly attenuated in M2c macrophages from sEH^−/−^ mice (Figure 2A). A similar effect on zymosan phagocytosis was also observed in macrophages from wild-type mice treated with the sEH inhibitor, *t*-AUCB (Figure 2B). The effect was not restricted to zymosan, as the uptake of ox-LDL was also greater in macrophages from wild-type versus sEH^−/−^ mice (Figure 2C). Thus, not only did the lack of sEH decrease macrophage recruitment, those cells that were recruited displayed decreased phagocytosis and thus would be expected to be less efficient in clearing cell debris and to delay the resolution of inflammation.

**Figure 2:**
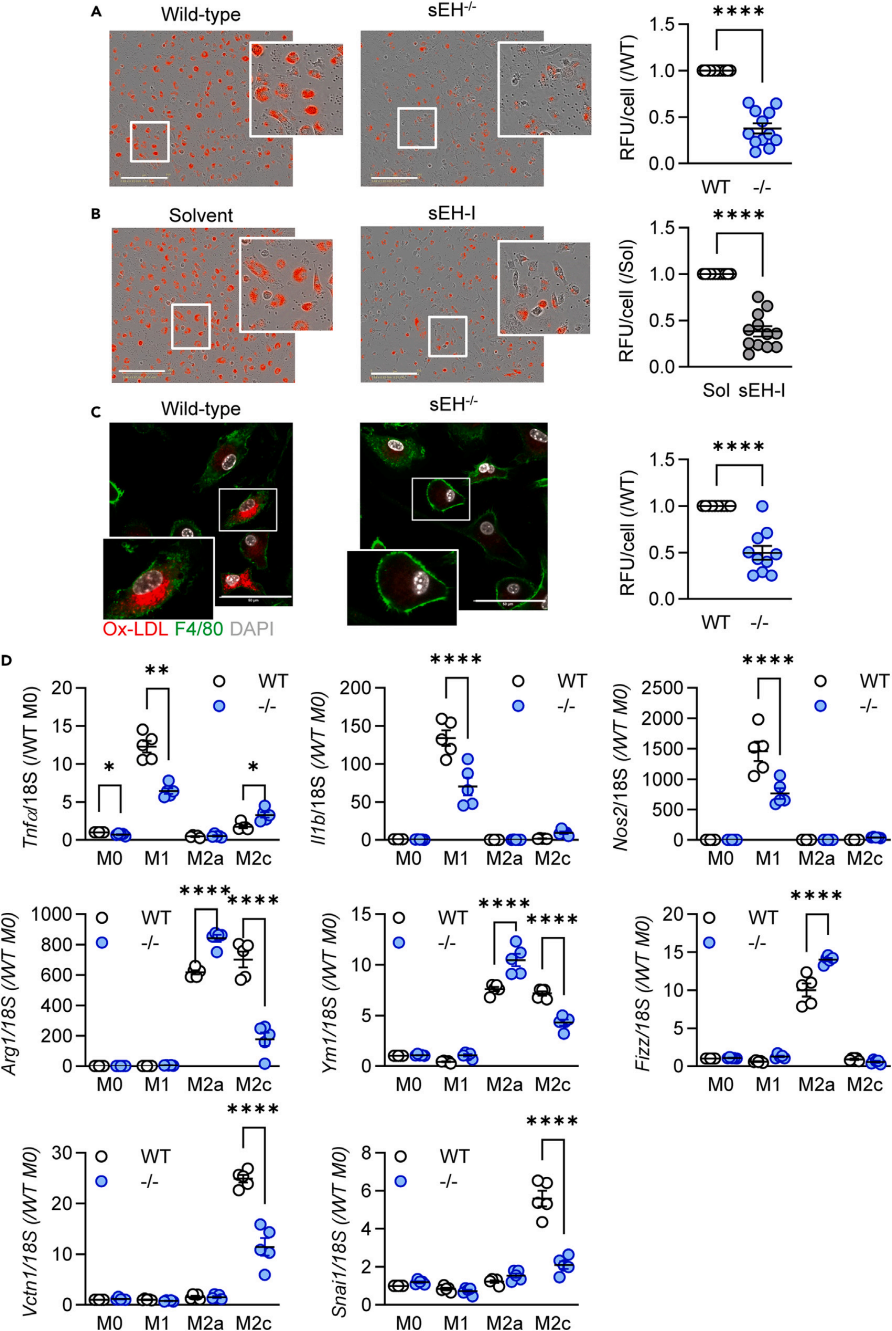
Consequence of impaired sEH activity on macrophage phagocytosis and polarization (A and B) pHrodo Red Zymosan uptake by M2c-polarized macrophages from (A) wild-type (WT) and sEH^−/−^ (−/−) mice or (B) from WT M2c macrophages treated with solvent or an sEH inhibitor (sEH-I, *t*-AUCB, 5 μmol/L); scale bar = 200 μm; *n* = 12 mice per group. (C) Oxidized LDL (ox-LDL) uptake by M2c-polarized macrophages from WT and sEH^−/−^ mice; scale bar = 50 μm; *n* = 10 mice per group. (D) Expression marker genes in bone-marrow-derived macrophages from wild-type (WT) and sEH^−/−^ (−/−) mice under basal conditions (M0) and following M1, M2a, and M2c polarization; n = 5–6 mice per group. Error bars = SEM, (A–C) Student’s t test; (D) two-way ANOVA followed by Sidak’s multiple comparisons test. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗∗*p* < 0.0001.

Male mice are known to express higher levels of sEH than female mice,^33^^,^^34^ a finding that was also apparent in bone-marrow-derived macrophages (Figure S2A). Indeed, although TGF-β increased sEH expression in cells from male mice, the response was less pronounced than in macrophages from females. A similar relationship was detected in peripheral-blood-monocyte-derived macrophages from human subjects (Figures S2B and S2C). For this reason, further experiments were performed using blood/bone marrow from female subjects/mice.

The next step was to determine whether or not the sEH was required for macrophage polarization. Consistent with previous reports,^23^^,^^24^^,^^25^^,^^26^^,^^27^ a panel of polarization markers revealed that the deletion of sEH attenuated macrophage M1 polarization, i.e., the LPS and interferon (IFN)-γ-induced increase in *Tnfa*, *Il1b*, and *Nos2* expression (Figure 2D). On the other hand, the expression of more classical M2a markers, i.e., *Arg1*, *Ym-1*, and *Fizz1*, was increased in sEH^−/−^ macrophages polarized with IL-4. The repolarization of M1 macrophages to M2c using TGF-β1 was associated with a significant decrease in *Arg1*, *Vtcn1*, and *Snai1* expression. Taken together, our data indicate that the absence of sEH significantly attenuated both M1 polarization and M2c repolarization and was consistent with the observations made in the peritonitis model.

### TGF-β1 induces sEH expression via Alk5 and Smad2

Given the impact of TGF-β on *Ephx2*/sEH levels, we assessed the mechanism of induction. The addition of TGF-β1 to M1-polarized murine macrophages resulted in the phosphorylation of Smad2 with no apparent change in the phosphorylation of Smad1/5 (Figure 3A). Fitting with an effect mediated by the TGF-β type I receptor, activin receptor-like kinase (Alk) 5, TGF-β1 increased the expression of the Smad2/3 target *Snai1*, whereas the expression of the Alk1-Smad1/5 target *Id3* was unaffected (Figure 3B). Moreover, the increase in sEH elicited by TGF-β1 was no longer observed when experiments were performed in the presence of the Alk5 antagonist SD208 (Figure 3C). To determine the molecular mechanism(s) underlying the TGF-β1-mediated induction of sEH, a series of luciferase-coupled human *Ephx2* promoter reporter constructs were studied in HEK-293 cells. Interestingly, the expression of all of the constructs was increased by TGF-β1, and the effect was most marked in the shortest construct (−374 to +28 bp) (Figure 3D), which contained binding sites for SP1 and Smad (Figure S3). Chromatin immunoprecipitation experiments using human macrophages demonstrated that TGF-β1 increased the binding of Smad2 to the *Ephx2* promoter (Figure 3E). Fitting with this, treating murine macrophages with decoy oligonucleotides directed against Smad2 abolished the ability of TGF-β1 to increase sEH expression (Figure 3F). Decoy oligonucleotides against SP1, which was previously reported to regulate sEH expression,^23^^,^^35^ were without effect. To assess the link with TGF-β signaling more closely, sEH expression was assessed in macrophages isolated from mice lacking the endogenous Alk5 antagonist, secreted modular calcium-binding protein 1 (SMOC1).^36^ Indeed, *Ephx2*/sEH levels were elevated in M2c macrophages from SMOC1^+/−^ mice (Figures 3G and 2H) that lack detectable levels of the SMOC1 protein.^36^ These results indicated that TGF-β1 activates Alk5 to phosphorylate Smad2 and increases *Ephx2*/sEH expression.

**Figure 3:**
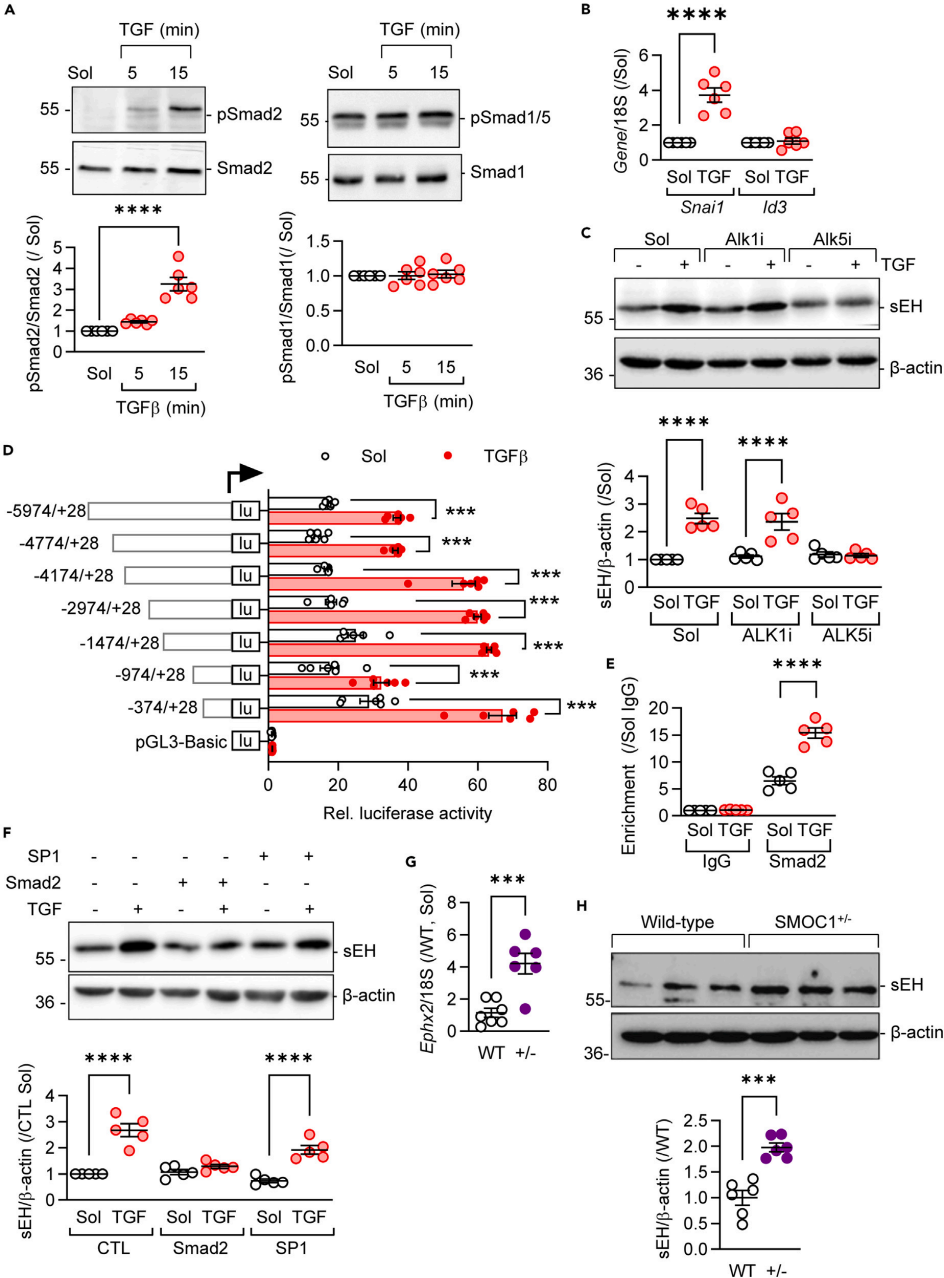
Role of ALK5-Smad2 pathway in the regulation of sEH expression by TGF-β1 (A) Effect of TGF-β1 (10 ng/mL) on the phosphorylation of SMAD2 (p-SMAD2) and SMAD1/5 (p-SMAD1/5) in M1-polarized murine macrophages; n = 5–6 mice per group. (B) Expression of *Snail* and *Id3* in M2c-polarized macrophages; n = 5–6 mice per group. (C) Consequence of ALK1 inhibition (ALK1i) with LDN193189 (1 nmol/L) and ALK5 inhibition (ALK5i) with SD208 (500 nmol/L) on the TGF-β1-induced increase in sEH expression in murine macrophages; n = 5–6 mice per group. (D) Effect of TGF-β1 (10 ng/mL, 24 h) on sEH promoter activity in HEK cells; *n* = 6 independent experiments. (E) ChIP-qPCR analysis of SMAD2 binding to human sEH promoter in M1-polarized human macrophages stimulated with TGF-β1 (10 ng/mL, 24 h); n = 5–6 donors. (F) Effect of decoy oligonucleotides directed against SMAD2 and SP1 on the TGF-β1-induced increase of sEH expression in murine M1 macrophages; n = 5–6 mice per group. (G and H) Expression of *Ephx2* (g) and sEH (h) in M2c-polarized macrophages from wild-type (WT) and SMOC1^+/−^ (+/−) littermates; *n* = 6 mice per group. Error bars = SEM, (A) One-way ANOVA followed by Turkey’s multiple comparisons test; (B, C, E, G, and H) Student’s t test; (D and F) two-way ANOVA followed by Sidak’s multiple comparisons test. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001.

### sEH-dependent changes in M2c macrophage gene expression

Bulk RNA sequencing was performed to identify transcripts differentially regulated in M2c-polarized macrophages from wild-type and sEH^−/−^ mice (Figures 4A and 4B, GEO: GSE273900). 

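RNA from bone marrow-derived macrophages of 3 sEH-/- and 3 wild-type mice was sequenced, with one library per mouse. Cells were kept in M-CSF and GM-CSF (15 ng/mL each) for 7 days, exposed to LPS (10 ng/mL) and IFN-γ (1 ng/mL) to give M1 macrophages, and then treated with TGF-β1 (10 ng/mL) to give M2c macrophages. The methods give 12 h for the M1 step and 24 h or 48 h for TGF-β1, whereas the sample labels give 24 h and 48 h. They also differ on the RNA input, which is 1 μg in the methods and 1.5 μg in the labels, and on the library kit, which is a total RNA kit in the methods and an mRNA kit in the labels. The authors trimmed the reads, aligned them to mm10, removed duplicate, multi-mapping, ribosomal and mitochondrial reads and counted the remaining reads over exons on the correct strand. The values used here are these counts, without normalization, for 19309 genes. The sEH-/- libraries held 5818444, 5013265 and 4400197 counts (median 5013265) and the wild-type libraries 4632688, 6096440 and 5448287 (median 5448287). Counts were normalized with edgeR's TMM method and are given as CPM, counts scaled to a common library size. The 13785 genes with a mean of more than 5 counts over the 6 libraries were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, where the paper used DESeq2. Log2 fold changes are sEH-/- over wild-type, so that a positive value is higher in sEH-/- cells. Their standard error (SE) is the log2 fold change divided by the square root of the F statistic. No gene carried more than 0.97 counts per exonic base on average over the 6 libraries, and the counts of the most abundant genes hardly followed the library total, so that changes in such genes could be underestimated.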

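Transcripts of *Ephx2*, the gene encoding the sEH, were counted first as a check of the genotype labels. *Ephx2* (ENSMUSG00000022040) is a protein-coding gene on the minus strand of mm10 chromosome 14, from 66084374 to 66124500. The sEH-/- libraries held 4, 2 and 1 *Ephx2* counts and the wild-type libraries 26, 49 and 57. This corresponds to 0.44 ± 0.23 CPM (SD, n = 3 mice) in sEH-/- and 7.96 ± 2.25 CPM (SD, n = 3) in wild-type macrophages. Summed over the libraries and scaled for their size, the 7 counts in sEH-/- cells were 5.72% of the level in wild-type cells, with an exact 95% interval from 2.25% to 12.1% that covers counting error only. The log2 fold change was −4.05 (SE 0.43, adjusted p = 0.0042 from edgeR's quasi-likelihood test), and it stayed between −4.53 and −3.79 with each library left out in turn. Along the first principal component of the log2 CPM values, which held 49.4% of the variance, the sEH-/- libraries lay between −38.6 and −12.5 and the wild-type libraries between 9.01 and 34.0.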

Hallmark gene set analysis revealed marked changes in processes related to inflammation with weaker effects on epithelial to mesenchymal transition as well as responses to estrogen and androgens (Figure S4). 

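The Hallmark gene sets were not used here. In their place, 6 lists of genes, written before the data were examined but after Fig. 4B had been seen, were tested with camera, a test of whether the genes of a list rank higher or lower than the other tested genes, with the correlation between genes preset to 0.01 and Benjamini-Hochberg adjustment over the 6 lists. The 46 tested inflammatory NF-κB targets had a median log2 fold change of 0.35 (adjusted p = 1.9e-16), with 37 genes higher and 9 lower in sEH-/- macrophages. The 12 called genes of this list were higher, and when p-values were adjusted over the list alone, 14 genes were called higher and 1 lower. Of the 46 genes, 7 are named or drawn by the study from these libraries, so that they are not independent evidence. Interferon-stimulated genes had a median of 0.34 (adjusted p = 2.0e-18), with 46 of 47 genes higher, 8 called over all genes and 9 called when adjusted over the list alone. Targets of p53 had a median of −0.44 (adjusted p = 2.9e-23), with 44 of 45 genes lower, 13 called over all genes and 19 called when adjusted over the list alone. Smaller shifts were found for 42 TGF-β/Smad targets, with a median of 0.16 (adjusted p = 2.2e-04), and for 35 genes of a list of scavenger and phagocytosis receptors, with a median of 0.13 (adjusted p = 0.0012). The latter list also holds *Gas6* and *Mfge8*, which encode secreted ligands and not receptors. The receptors did not separate the genotypes library by library, with medians relative to the wild-type mean of −0.058, 0.17 and 0.28 in sEH-/- and 0.16, −0.094 and −0.047 in wild-type libraries. No shift was detectable for 38 cell cycle genes (median 0.025, adjusted p = 0.21). For these lists the preset correlation gave the smallest p-values of the set tests run. With fry, which takes the correlation between genes from the libraries, the adjusted p was 0.0077 for the inflammatory targets, 0.029 for the p53 targets and 0.034 for the TGF-β/Smad targets, but 0.061 for the interferon-stimulated genes and 0.27 for the receptors. With the correlation estimated by camera, only the inflammatory targets stayed past the threshold (adjusted p = 0.018).

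**Figure D1:**
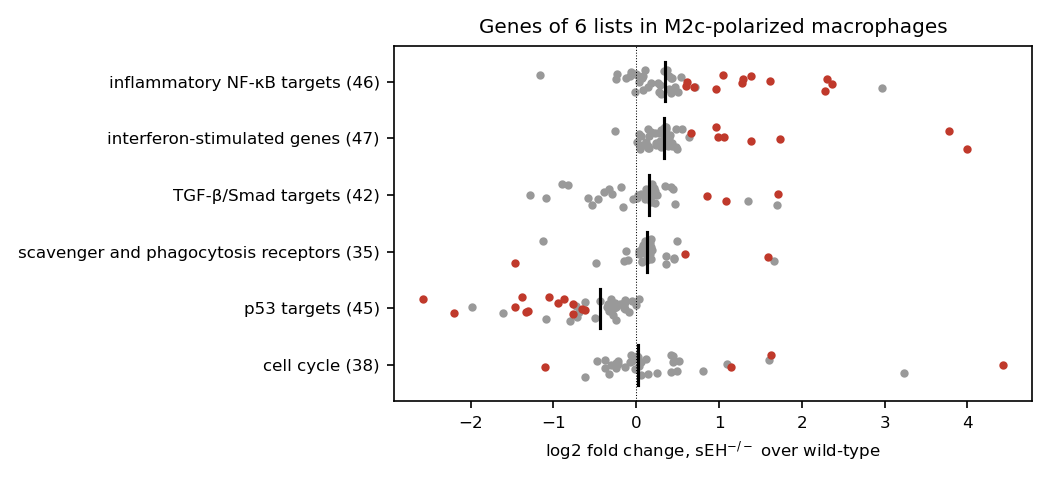
Log2 fold changes (sEH-/- over wild-type, x axis) of the tested genes of 6 lists, with the number of tested genes in brackets. Each point is a gene, red points are genes called differentially expressed, gray points are other genes, and the black line is the median of the list, which is 0.35 for the inflammatory NF-κB targets and −0.44 for the p53 targets.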

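Among genes lower in sEH-/- macrophages, *Crip2* (chromosome 12, 113140236 to 113145506) had 2.26 ± 0.19 CPM (SD, n = 3 mice) in sEH-/- and 16.0 ± 6.82 CPM (SD, n = 3) in wild-type cells. Its log2 fold change was −2.83 (SE 0.38, adjusted p = 0.011 from edgeR's quasi-likelihood test). *Ptgfrn* (chromosome 3, 101040232 to 101110278) had 49.5 ± 7.91 and 164 ± 39.1 CPM, respectively, and a log2 fold change of −1.73 (SE 0.17, adjusted p = 0.0042). *Inka2* (chromosome 3, 105704599 to 105720842) had 11.4 ± 3.79 and 35.8 ± 8.64 CPM, with a log2 fold change of −1.64 (SE 0.24, adjusted p = 0.014). Among genes higher in sEH-/- macrophages, *Il1b* (chromosome 2, 129364570 to 129371139) had 38.7 ± 13.9 CPM in sEH-/- and 8.05 ± 3.26 CPM in wild-type cells, and a log2 fold change of 2.31 (SE 0.31, adjusted p = 0.011). *Nlrp3* (chromosome 11, 59541568 to 59566956) had 168 ± 21.3 and 86.2 ± 10.5 CPM, and a log2 fold change of 0.97 (SE 0.11, adjusted p = 0.0058). For each of these 5 genes, all 3 sEH-/- libraries lay on one side of all 3 wild-type libraries, which 3 mice against 3 reach by chance in 10% of cases (the smallest two-sided p of an exact permutation test is 0.1). With single libraries left out, the log2 fold changes ranged from −3.13 to −2.61 for *Crip2*, from −1.87 to −1.52 for *Ptgfrn*, from −1.95 to −1.42 for *Inka2*, from 1.96 to 2.60 for *Il1b* and from 0.87 to 1.06 for *Nlrp3*. Without wild-type replicate 3, however, the adjusted p rose to 0.084 for *Crip2*, 0.10 for *Inka2*, 0.089 for *Il1b* and 0.072 for *Nlrp3*, and without wild-type replicate 2 that of *Inka2* rose to 0.071.

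**Figure D2:**
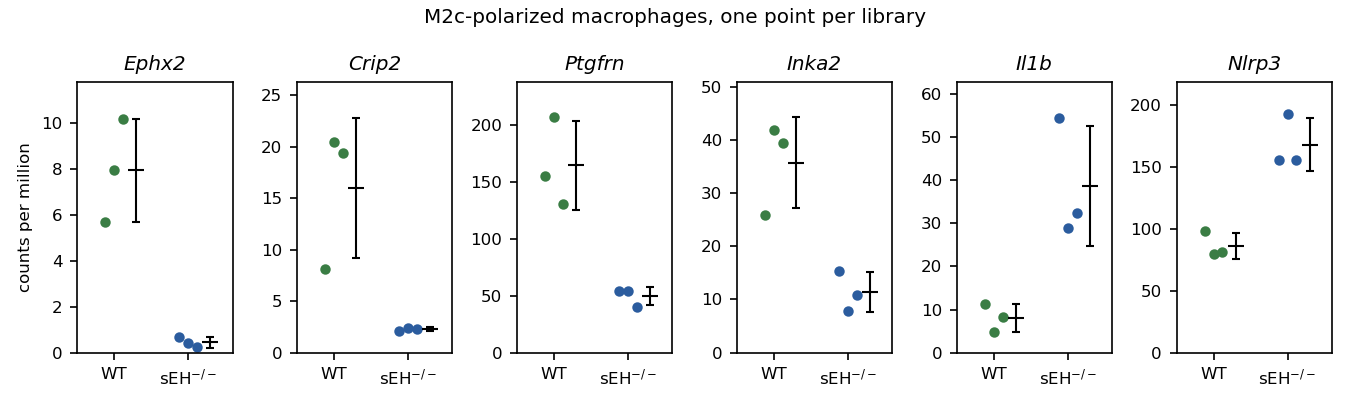
Normalized counts (CPM, y axis, from 0, a separate scale per gene) of 6 genes in M2c-polarized macrophages from wild-type (green) and sEH-/- (blue) mice. Each point is the library of 1 mouse, and the bars show the mean and SD of 3. *Ephx2*, *Crip2*, *Ptgfrn* and *Inka2* are lower and *Il1b* and *Nlrp3* higher in every sEH-/- library than in every wild-type library.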

Genes significantly downregulated in sEH-deficient macrophages encoded cysteine-rich intestinal protein 2 (Crip2), which acts as a repressor of nuclear factor κB (NF-κB)-mediated cytokine transcription,^37^ prostaglandin F2 receptor negative regulator (*Ptgfrn*), and Inka box actin regulator 2 (*Inka2*), a kinase interacting protein that affects actin dynamics.^38^^,^^39^ Among the pro-inflammatory genes whose expression was increased in M2c macrophages from sEH^−/−^ mice were *IL-1β* and *Nlrp3* (see Figure 4A). NLRP3 is a component of the inflammasome that drives the activation of caspase-1, leading to the production of IL-1β (for review see^40^) and was reported to be downregulated in LPS-stimulated macrophages pre-treated with a dual cyclooxygenase and sEH inhibitor.^41^ Although *Nlrp3* expression was comparable in M1-polarized macrophages from wild-type and sEH^−/−^ mice, the M2c re-polarization-induced decrease in its expression was impaired in the absence of the sEH (Figures 4C and 4D). Levels of IL-1β were consistent with the pattern of changes in Nlrp3 (Figure 4E). Thus, the overall profile of sEH-deficient M2c-polarized macrophages was skewed to a more inflammatory phenotype.

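The inflammatory NF-κB targets also separated the libraries one by one. Relative to the mean of the wild-type libraries, the median log2 CPM of the 46 genes was higher by 0.30, 0.40 and 0.28 in the sEH-/- libraries and differed by 0.0031, −0.018 and 0.018 in the wild-type libraries. The called genes with the most counts after *Nlrp3* were *Nfkbie*, with a log2 fold change of 0.61 (SE 0.087, adjusted p = 0.011 from edgeR), and *Traf1*, with one of 0.60 (SE 0.14, adjusted p = 0.046), and the chemokines *Cxcl1*, *Cxcl2* and *Cxcl3* were called as well. *Traf1* lost its call in 8 of 17 alternatives, among them limma-voom, library size without TMM factors, the replicate block and every fit with a library left out except that without sEH-/- replicate 3, with an adjusted p of up to 0.21. *Nfkbie* lost its call in 4 alternatives, after thinning and without sEH-/- replicate 2 or wild-type replicate 2 or 3. *Tnf* was higher in every sEH-/- library, with 64.6 ± 12.4 CPM (SD, n = 3 mice) against 45.8 ± 4.21 CPM (SD, n = 3), but was not called (log2 fold change 0.50, SE 0.14, adjusted p = 0.064 from edgeR's quasi-likelihood test). It was called only with sEH-/- replicate 3 left out, and its adjusted p over all alternatives ranged from 0.012 to 0.22. For *Nos2* no difference between the genotypes was detectable, with 394 ± 65.1 and 431 ± 3.09 CPM (log2 fold change −0.13, SE 0.11, adjusted p = 0.55). With a library left out its log2 fold change ranged from −0.20 to 0.020. *Nos2* carried 0.49 counts per exonic base, so that a difference could be underestimated. After naming *Crip2*, *Ptgfrn* and *Inka2* as decreased and *Il1b* and *Nlrp3* as increased in these libraries, and after the Nlrp3 and IL-1β measurements of Figs. 4C, 4D and 4E, the paper concludes that M2c-polarized macrophages lacking the sEH are shifted to a more inflammatory phenotype.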

**Figure 4:**
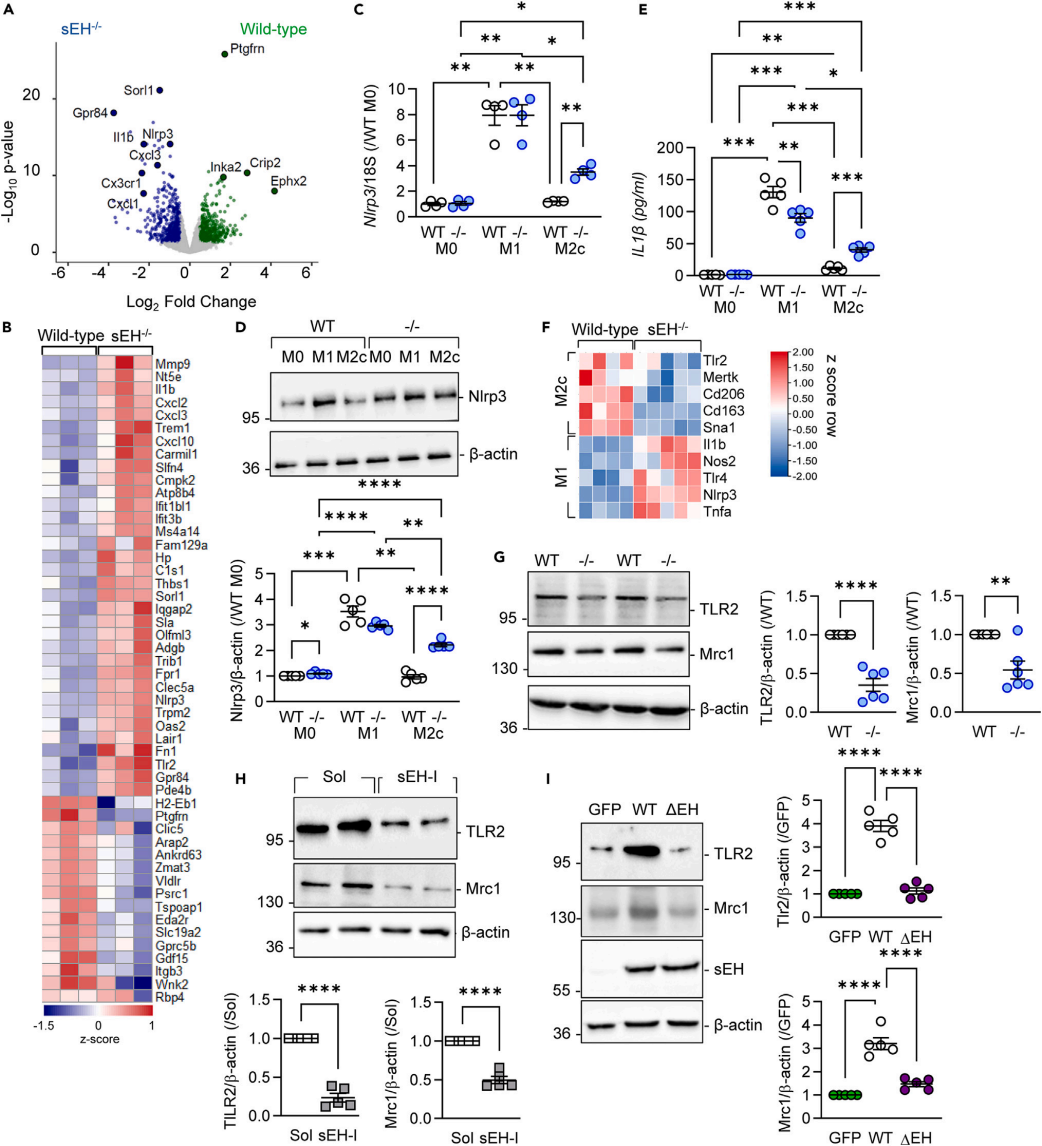
RNA-seq analysis and validation (A) Volcano plot showing differential gene expression in M2c macrophages from wild-type and sEH^−/−^ mice; *n* = 3 mice per group. Significantly regulated genes are indicated in blue (higher in sEH^−/−^) and green (higher in wild-type). (B) Heatmap showing the top 50 differentially expressed genes (Z scores) as in (A). (C–E) Bone-marrow-derived monocytes from WT and sEH^−/−^ mice were differentiated to M0, M1, or M2c macrophages. *Nlrp3* gene expression (C), Nlrp3 protein levels (D), and IL-1β levels in the cell supernatant (E); n = 4–5 mice per group. (F) Heatmap showing most differentially regulated inflammation- and resolution-related transcripts in cells from peritoneal fluid 6 days after zymosan administration; n = 4–5 mice per group. (G) Expression of Tlr2 and Mrc1 in M2c-polarized macrophages from wild-type (WT) and sEH^−/−^ (−/−) mice; n = 5–6 mice per group. (H) Tlr2 and Mrc1 in macrophages from wild-type mice polarized to M2c in the presence of solvent (Sol) or an sEH inhibitor (sEH-I); n = 5–6 mice per group. (I) Tlr2 and Mrc1 expression in M2c-polarized macrophages from sEH^−/−^ mice overexpressing either GFP, the wild-type sEH (WT), or a catalytically inactive sEH mutant (ΔEH); n = 5–6 mice per group. Error bars = SEM, (C–E) Two-way ANOVA followed by Tukey’s multiple comparisons test; (G and H) Student’s t test; (I) one-way ANOVA followed by Turkey’s multiple comparisons test. ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001.

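With the criteria stated by the paper (mean count above 5, adjusted p below 0.05 and an absolute log2 fold change above 0.585), 360 of the 13785 tested genes were called in edgeR's quasi-likelihood test, 208 higher and 152 lower in sEH-/- macrophages. In all 360, the 3 sEH-/- libraries did not overlap the 3 wild-type libraries. Over all tested genes this held for 26.3%, where chance gives 10%. DESeq2 called 471 genes by the same criteria, 268 higher and 203 lower, and 337 of the 360 were among them. The number of called genes depended strongly on single libraries. It was 518, 96 and 570 with the sEH-/- replicates 1, 2 and 3 left out in turn, and 625, 25 and 6 with the wild-type replicates 1, 2 and 3 left out. The direction of the called genes did not change in these fits, apart from genes with too few counts to be tested. Without wild-type replicate 3, all 359 that could be tested kept their sign. Since the genotypes did not overlap in any of the 360 genes, leaving out a library could hardly turn a sign. The kept directions are therefore no evidence of stability. Of called genes with a mean of at least 50 counts and no overlap between the genotypes, the largest increases were those of *Gpr84* (log2 fold change 3.80, SE 0.44, adjusted p = 0.0058), *Cxcl10* (3.78, SE 0.62, adjusted p = 0.018), *Trem1* (3.47, SE 0.50, adjusted p = 0.012), *Siglece* (2.87, SE 0.27, adjusted p = 0.0039) and *Cxcl2* (2.36, SE 0.32, adjusted p = 0.011). The largest decreases were those of *Crip2*, *Gdf15* (−2.57, SE 0.42, adjusted p = 0.018), *Eda2r* (−2.20, SE 0.39, adjusted p = 0.022), *Prrg4* (−2.14, SE 0.44, adjusted p = 0.032) and *Efcc1* (−2.03, SE 0.39, adjusted p = 0.027). Of the other genes labeled in the volcano plot, *Sorl1* had a log2 fold change of 1.47 (SE 0.11, adjusted p = 0.0013), *Cx3cr1* of 2.34 (SE 0.37, adjusted p = 0.017), *Cxcl1* of 2.29 (SE 0.42, adjusted p = 0.024) and *Cxcl3* of 1.61 (SE 0.22, adjusted p = 0.011). Of the genes with values given here, *Siglece* and *Sorl1* kept their calls with each library left out, *Gpr84* lost its call without wild-type replicate 3, and the others lost theirs without wild-type replicate 2 and without wild-type replicate 3. *Eda2r*, *Prrg4* and *Efcc1* also lost theirs without sEH-/- replicate 2, and *Prrg4* without sEH-/- replicate 3.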

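Of the 50 genes drawn in the heatmap, the 34 drawn as higher in sEH-/- macrophages all had a log2 fold change above 0, and 33 of them were called higher in edgeR's quasi-likelihood test. The exception was *Fam129a* (log2 fold change 0.98, SE 0.27, adjusted p = 0.063). The 16 genes drawn as lower in sEH-/- macrophages all had a log2 fold change below 0, and 13 were called lower. *Wnk2* (−1.44, SE 0.44, adjusted p = 0.083), *Clic5* (−0.97, SE 0.40, adjusted p = 0.17) and *Rbp4* (−0.046, SE 0.37, adjusted p = 0.96) were not. *Rbp4* had 475, 88 and 307 counts in the sEH-/- libraries and 290, 351 and 313 in the wild-type libraries. With DESeq2, 31 of the 34 and 10 of the 16 genes were past the same criteria.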

Given that sEH deficiency altered phagocytosis, the expression of scavenger receptors and other M1 and M2 markers was also assessed in monocytes recovered from peritoneal fluid 6 days after zymosan administration. The expression of Toll-like receptor 2 (*Tlr2*), which plays an important role in phagocytosis,^42^ was decreased in cells recovered from the peritoneal fluid 6 days after zymosan administration (Figure 4F). This contrasted with the increase in *Tlr2* detected in *in vitro* differentiated M2c macrophages. 

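*Tlr2* (ENSMUSG00000027995) lies on the minus strand of mm10 chromosome 3, from 83836272 to 83841767. In the sequenced M2c-polarized macrophages it had 1206, 1294 and 674 counts in the sEH-/- libraries and 430, 338 and 341 in the wild-type libraries. This was 208 ± 52.4 CPM (SD, n = 3 mice) in sEH-/- and 70.2 ± 21.3 CPM (SD, n = 3) in wild-type cells. The log2 fold change was 1.59 (SE 0.21, adjusted p = 0.011 from edgeR's quasi-likelihood test). With each library left out in turn it stayed between 1.41 and 1.85, with an adjusted p of 0.093 without wild-type replicate 3 and below the threshold in the other fits. *Tlr2* carried 0.24 counts per exonic base, a range in which counts followed the library total less than in genes with fewer.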

Levels of *Cd163*, a scavenger receptor for haptoglobin-hemoglobin complexes mostly expressed by macrophages,^43^ and *Cd206*/*Mrc1* were also decreased while *Tlr4* expression increased. Genes encoding other phagocytosis-associated receptors, e.g., *Cd36* and *Clec7a*, were unaffected by sEH deletion (Figure S5). The decrease in TLR2 and Mrc1 was confirmed at the protein level (Figure 4G). A causative link between sEH and the expression of *Tlr2* and *Mrc1* levels was demonstrated inasmuch as both were consistently lower in wild-type M2c-polarized macrophages treated with an sEH inhibitor (Figure 4H). Moreover, *Tlr2* and *Mrc1* were increased in cells overexpressing the wild-type sEH but not a catalytically inactive sEH mutant (Figure 4I).

### PUFA metabolism in M2c repolarized macrophages

To determine which sEH substrate or product could contribute to the effects observed, epoxide and diol levels were assessed in M1- and M2c-polarized human macrophages. In M1 macrophages, levels of prostaglandin (PG) F2α and 8-iso-PGF2α were increased as expected, reflecting the induction of cyclooxygenase and oxidative stress (Figure 5A). There were also a number of changes in PUFA epoxides and diols, particularly the linoleic acid epoxides 9,10- and 12,13-epoxyoctadecaenoic acid (EpOME) and the arachidonic acid epoxides 11,12- and 14,15-EET. The latter effects were largely consistent with a previous report.^44^ M1 to M2c repolarization induced a pronounced increase in 8,9- and 12,13-dihydroxyeicosatrienoic acids (DHETs), which are generated from the corresponding EETs by the sEH. A comparison of M2c macrophages incubated without and with the sEH inhibitor *t*-AUCB revealed significant changes in only 11,12-DHET and 14,15-EET (Figure 5B). As 11,12-EET/DHET and 9,10-EpOME/DiHOME were the most consistently altered mediators, we determined whether they were able to reproduce the effects of sEH deletion on Tlr2 and Nlrp3 expression. Only 11,12-EET was able to decrease the expression of Tlr2 and increase the expression of Nlrp3, i.e., to reproduce the effects seen in sEH^−/−^ mice (Figure 5C). The actions of 11,12-EET were not observed in the presence of the previously characterized EET antagonist, 14,15-epoxyeicosa-5(*Z*)-enoic acid^45^ (Figure 5D).

**Figure 5:**
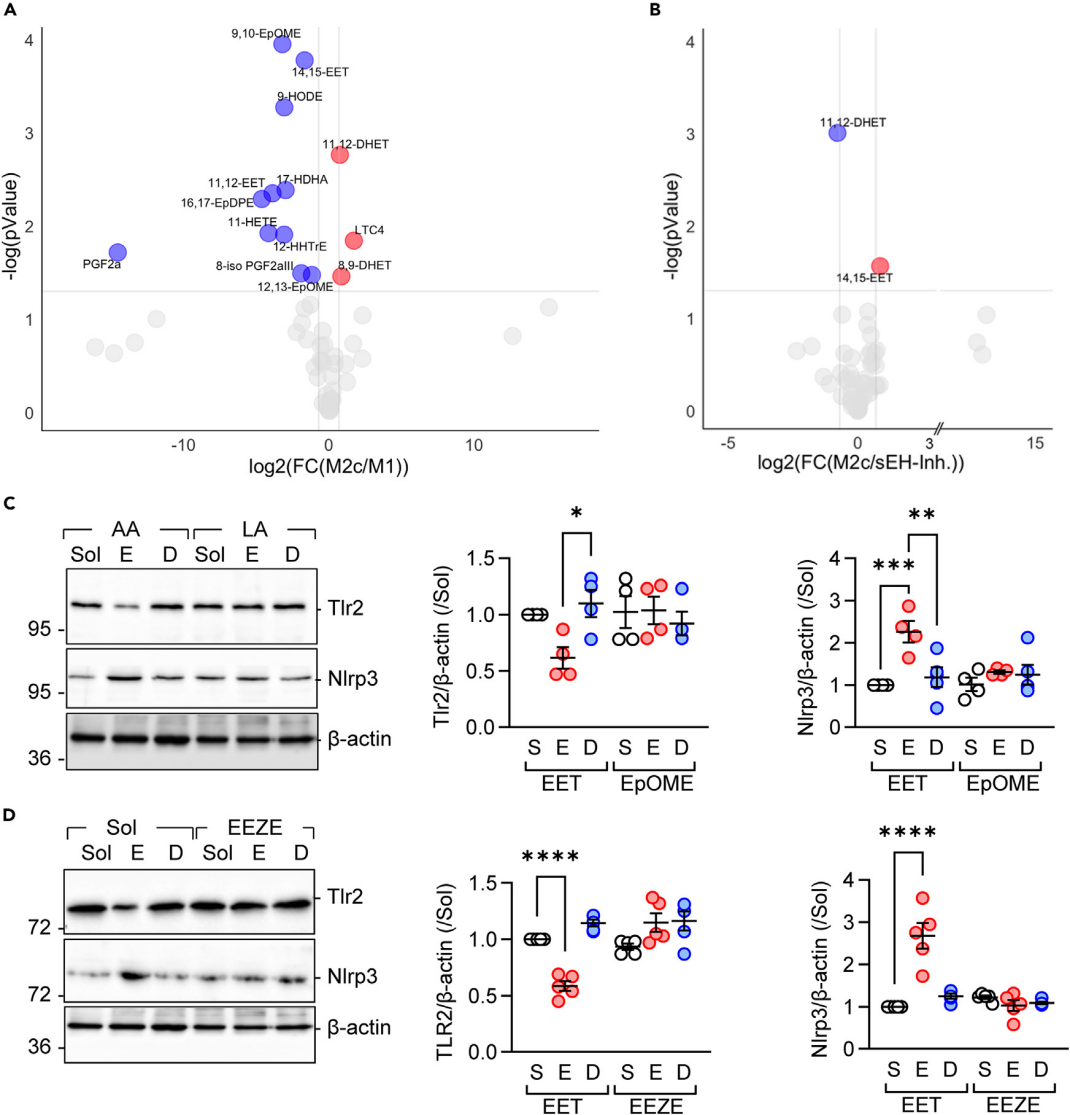
PUFA mediator profiling in human macrophages (A) PUFA mediator levels in M1- and M2c-polarized human-monocyte-derived macrophages; n = 6–7 donors per group. Red = significantly elevated in M2c, blue = significantly elevated in M1, gray = non-significant. (B) PUFA mediator levels in human macrophages polarized from M1 to M2c in the presence of solvent (Sol) or the sEH inhibitor (*t-*AUCB, 10 μmol/L); n = 6–7 donors per group. (C) Effect of the selected arachidonic acid (AA) and linoleic acid (LA) epoxide (E)-diol (D) pairs, i.e., 11,12-EET/DHET and 9,10-EpOME/DiHOME (all 1 μmol/L, 48 h) on Tlr2 and NLRP3 expression in M1-polarized human macrophages; *n* = 4 donors. (D) Impact of 11,12-EET (E) and 11,12-DHET (D; both 1 μmol/L, 48 h) on the expression of Tlr2 and Nlrp3. Experiments were performed in the absence and presence of the EET antagonist 14,15-epoxyeicosa-5(Z)-enoic acid (EEZE; 1 μmol/L); *n* = 5 donors. Error bars = SEM, (C and D) One-way ANOVA followed by Turkey’s multiple comparisons test. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001.

### Crosstalk between sEH and TGF-β signaling

Given that M2c polarization was induced by adding TGF-β to M1-polarized macrophages, potential links between sEH and TGF-β1 signaling were assessed. Interestingly, the expression of *Snai1* was consistently decreased in M2c macrophages from sEH^−/−^ mice (see Figure 3B) and was confirmed at the protein level (Figure 6A). Moving upstream in the signaling pathway, the TGF-β1-induced phosphorylation of Smad2 was found to be consistently lower in M1-polarized macrophages from sEH^−/−^ mice (Figure 6B). Next, we assessed the expression of TGF-β receptors, and although levels of TgfβrII and Alk1 were comparable in cells from both genotypes, the expression of Alk5 was significantly reduced in sEH-deficient macrophages (Figure 6C). Similar effects on the phosphorylation of Smad2 and the expression of Alk5 were observed after treating macrophages from wild-type mice with an sEH inhibitor (Figures 6D and 6E).

**Figure 6:**
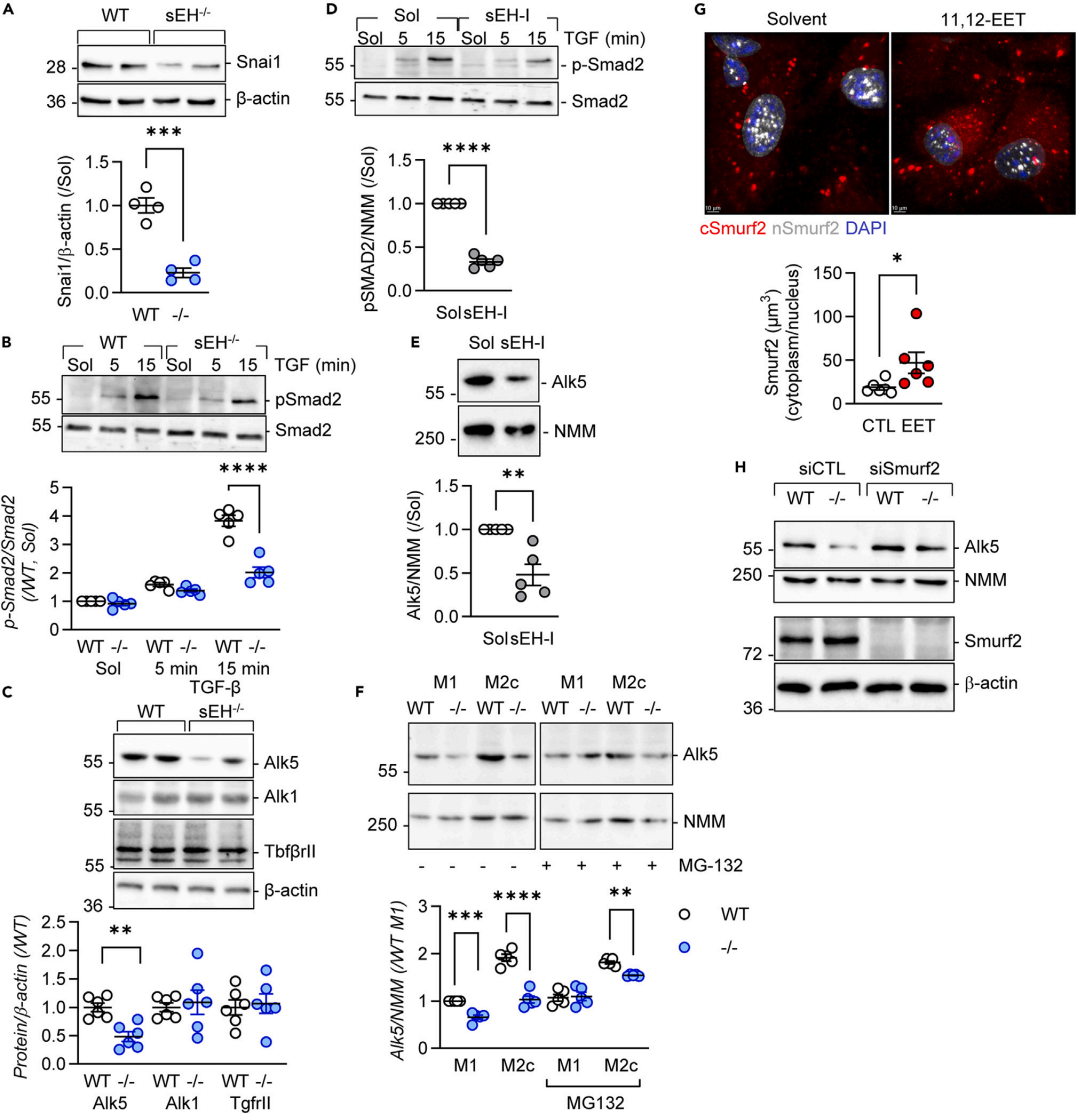
Effect of altered sEH expression on TGF-β signaling (A) Snai1 expression in M2c macrophages from wild-type (WT) and sEH^−/−^ (−/−) mice; *n* = 4 animals per group. (B) TGF-β-stimulated phosphorylation of Smad2 in M1-polarized macrophages; *n* = 5 animals per group. (C) Expression of Alk5, Alk1, and TgfβrII in M1-polarized macrophages; *n* = 6 animals per group. (D and E) Impact of sEH inhibition (sEH-I) on the TGF-β (15 min)-induced phosphorylation of SMAD2 phosphorylation in M1 macrophages from wild-type mice (D) and expression of Alk5 (e); *n* = 5 animals per group. (F) Alk5 expression in M1 and M2c macrophages in the absence and presence of MG132; *n* = 5 mice per group. The image shows non-adjacent lanes from the same blot with the excised section indicated by a break. (G) Nuclear (n) and cytoplasmic (c) levels of Smurf2 in cells treated with Solvent (0.1% DMSO) or 11,12-EET (3 mmol/L) scale bar = 10 μm; *n* = 6 animals per group. (H) Consequence of siRNA-mediated Smurf2 knockdown on Alk5 expression in M1 macrophages; comparable results were obtained using an additional three animals per group. Error bars = SEM, A, C, D, E, and G) Student’s t test; (B and F) two-way ANOVA followed by Sidak’s multiple comparisons test. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001.

TGF-β can regulate the expression of its receptors,^46^ and although it increased Alk5 expression in M2c macrophages from wild-type mice, it was without effect in cells from sEH^−/−^ mice (Figure 6F). However, we detected no difference in Alk5 mRNA expression in our RNA-seq studies, implying that the effect may be regulated at the level of protein degradation. Indeed, inhibiting proteasomal degradation using MG132 normalized Alk5 levels so that they were comparable in sEH-expressing and -deficient cells. 

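Alk5 is encoded by *Tgfbr1* (ENSMUSG00000007613), on the plus strand of mm10 chromosome 4 from 47353222 to 47414931. Its counts were 1390, 1350 and 1149 in the sEH-/- libraries and 1132, 1352 and 1123 in the wild-type libraries, which gives 259 ± 18.5 CPM (SD, n = 3 mice) and 223 ± 24.0 CPM (SD, n = 3), respectively. The ranges of the 2 genotypes overlapped. The log2 fold change of 0.21 (SE 0.093) was not past the threshold over all tested genes (adjusted p = 0.20 from edgeR's quasi-likelihood test, and 0.22 from DESeq2). Without one library at a time it ranged from 0.14 to 0.30. *Tgfbr1* carried 0.19 counts per exonic base.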

Little is known about the mechanism(s) regulating Alk5 expression but a role has been attributed to Smad ubiquitination regulatory factor 2 (Smurf2); an E3 ubiquitin ligase that has a major impact on TGF-β signaling dynamics.^47^ Because the activation of Smurf2 has been linked to its translocation out of the nucleus to form a complex with inhibitory Smads and ubiquitinate its targets (for review see^48^), we assessed the consequences of treating polarized macrophages with 11,12-EET. In untreated cells, Smurf2 was localized in the nucleus as well as in cytosolic aggregates, and treating cells with 11,12-EET promoted its nuclear to cytosolic translocation (Figure 6G). Consistent with its role in the degradation of Alk5, targeting Smurf2 using a siRNA approach slightly increased Alk5 levels in cells from wild-type mice and markedly increased its expression in sEH-deficient cells (Figure 6H).

## Discussion

The results of our study suggest that an intimate relationship exists between TGF-β and sEH. Indeed, the expression of sEH was increased by TGF-β and dependent on the activation of Alk5 and the binding of phosphorylated Smad2 to the sEH promoter. Moreover, the expression and activity of sEH had a clear impact on TGF-β signaling, as Alk5 expression was decreased in cells from sEH^−/−^ mice or from wild-type mice treated with an sEH inhibitor. The latter effect could be attributed to the accumulation of the sEH substrate 11,12-EET, as it elicited the proteolytic degradation of Alk5 by initiating the cytosolic translocation of the E3 ligase, Smurf2, which can ubiquitinate the receptor. These steps seem to make up an autocrine loop between 11,12-EET and TGF-β1 that determines macrophage function.

Several studies have investigated the anti-inflammatory effects of sEH inhibition or deletion, focusing mainly on neutrophil and macrophage recruitment.^5^^,^^20^^,^^21^ There have been hints that the enzyme also affects the resolution process. For example, the inhibition of CYP enzymes upstream of the sEH has been reported to reduce inflammatory resolution by altering Ly6c+ monocyte infiltration and thus reducing macrophage efferocytosis.^44^ We therefore decided to re-evaluate the role of the sEH in inflammation by monitoring the consequences of its deletion in a self-resolving model of peritonitis. As reported by others,^4^^,^^5^^,^^20^^,^^21^ we observed that the acute inflammatory response was attenuated in sEH^−/−^ mice, as significantly fewer neutrophils were recovered in the peritoneal lavage. The model we chose is normally self-resolving over 3–6 days but sEH^−/−^ mice showed incomplete/delayed resolution of inflammation *in vivo*. This was apparent as a failure to replenish the numbers of resident macrophages and dendritic cells and by incomplete differentiation of macrophages to a pro-resolving phenotype. However, since sEH inhibition and deletion attenuates both progenitor cell proliferation and myeloid cell recruitment from the bone marrow,^31^ human-blood-derived and murine bone-marrow-derived macrophages were used to assess the role of the sEH in regulating macrophage function in more detail.

Looking more closely at macrophage subtypes, particularly the well-characterized M1 and M2a phenotypes induced by pro- and anti-inflammatory stimuli,^49^ we found that the sEH was expressed but that its levels were comparable in both states. However, there was a pronounced increase in sEH expression when pro-resolving M2c macrophages were generated by re-polarizing classically activated (M1) macrophages with TGF-β1. This protocol was chosen because although the signals and events that determine the progression from the M1 to the M2c phenotype have not been fully elucidated, TGF-β has been ascribed a crucial role.^50^ The TGF-β signaling pathway is complex, with different signaling cascades activated by different combinations of receptors.^51^ We found TGF-β to have a profound impact on the expression of the sEH that was attributable to the activation of the TGF-β type I receptor Alk5, the phosphorylation of Smad2, and its binding to the sEH promoter. This was confirmed independently by assessing TGF-β-induced changes in sEH levels in mice lacking the Alk5 antagonist SMOC1. In SMOC1^+/−^ mice, the expression of the sEH was almost double than that seen in their wild-type littermates. Intriguingly, sEH levels increased to a greater extent in M2c macrophages from female mice and humans. Sex-specific differences in sEH expression have been reported previously, and the higher sEH levels in male mice made them more susceptible to the anti-hypertensive actions of sEH inhibition.^33^ It was later shown that the female-specific downregulation of sEH expression is driven by estrogen-dependent methylation of *Ephx2*, which significantly reduces the binding of Sp1, AP-1, and NF-κB to the promoter.^34^ This appears to be overcome by TGF-β/Smad2, as sEH levels were comparable in M2c-polarized macrophages from males and females.

M2c macrophages are crucial for the resolution of inflammation, as they possess the phagocytic/efferocytic activity required to remove cellular debris. Consistent with the delayed resolution phenotype observed *in vivo*, sEH-deficient macrophages were clearly less efficient at phagocytosing zymosan and ox-LDL than cells from wild-type littermates. RNA-sequencing was used to assess changes in gene expression in M2c macrophage that were dependent on sEH activity. 

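In the sequenced M2c-polarized macrophages, 35 genes of a list of scavenger and phagocytosis receptors fixed before the data were examined had enough counts to be tested. In sEH-/- macrophages 29 of them had a log2 fold change above 0 and 6 below 0. Among random lists of genes with as many counts per exonic base, the median number above 0 was 23, with 95% of lists between 18 and 28, since abundant genes of any kind tended to be higher in sEH-/- cells. *Itgb3* was the called gene that was lower, with 40.1 ± 12.3 CPM (SD, n = 3 mice) in sEH-/- and 109.7 ± 41.4 CPM (SD, n = 3) in wild-type cells (log2 fold change −1.47, SE 0.27, adjusted p = 0.025 from edgeR's quasi-likelihood test). It lost its call without sEH-/- replicate 2, without wild-type replicate 2 or 3 and with the log of the library total as a covariate, with an adjusted p of up to 0.12. *Tlr2* and *Olr1* were called higher, *Olr1* with a log2 fold change of 0.59 (SE 0.087, adjusted p = 0.014), close to the threshold of 0.585. *Olr1* lost its call in 5 of 17 alternatives: library size without TMM factors (0.57), the library total as a covariate (0.57), and without sEH-/- replicate 3 (0.51), wild-type replicate 2 (0.62) or wild-type replicate 3 (0.55). Adjusted over the list alone, 3 genes were called higher and 2 lower, the latter *Itgb3* and *Tyro3*. *Tyro3* had a log2 fold change of −1.12 (SE 0.29, adjusted p over all genes = 0.058 from edgeR's quasi-likelihood test). *Gas6* (−0.49, adjusted p = 0.022) and *Cd14* (0.50, adjusted p = 0.029) were past the p threshold in the same test but under the fold change threshold. *Gas6* and *Mfge8*, both on the list, encode secreted ligands and not receptors. *Mrc1* had 187 ± 17.5 CPM in sEH-/- and 167 ± 21.5 CPM in wild-type cells, and its log2 fold change of 0.16 (SE 0.10, adjusted p = 0.38) was within the replicate error. The corresponding values were 0.072 (SE 0.12, adjusted p = 0.78) for *Cd36*, 0.13 (SE 0.12, adjusted p = 0.56) for *Clec7a* and 0.15 (SE 0.11, adjusted p = 0.45) for *Mertk*. *Tlr4* was higher in every sEH-/- library, with a log2 fold change of 0.36 (SE 0.11, adjusted p = 0.079), under the threshold of 0.585. Its adjusted p was 0.040 with DESeq2 and ranged from 0.0096 to 0.31 over all alternatives. *Cd163* had between 0 and 2 counts per library, so that no difference could be measured. Receptor genes were abundant, with a median of 0.31 counts per exonic base over the list, 0.49 for *Cd36* and 0.53 for *Clec7a*, a range in which counts followed the library total weakly.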

In the absence of sEH, the expression of several scavenger receptors that play an important role in phagocytosis and efferocytosis were decreased. These changes fit well with the functional phenotype, and similar effects were seen in macrophages from wild-type mice treated with an sEH inhibitor. Furthermore, in M2c-polarized macrophages from sEH^−/−^ mice, overexpression of a wild-type, but not an enzymatically inactive, sEH mutant increased Tlr2 and Mrc1 levels. To determine whether the accumulation of an sEH substrate or the absence of a product could explain the consequences of sEH deletion on macrophage function, we determined epoxide/diol levels in M1- and M2c-polarized human macrophages. This revealed changes in 11,12-EET/DHET, 14,15-EET/DHET, and 9,10-EpOME/DiHOME. However, only 11,12-EET was able to decrease the expression of Tlr2 and increase the expression of Nlrp3 to reproduce the effects seen in M1-polarized macrophages from sEH^−/−^ mice.

Given that M2c polarization was induced by the addition of TGF-β to M1-polarized macrophages, potential links between sEH and TGF-β1 signaling were analyzed more closely. The fact that the expression of Snai1 was clearly and consistently downregulated in M2c macrophages from sEH^−/−^ mice at both RNA and protein levels hinted that in addition to TGF-β1 regulating sEH expression, the activity of the sEH has a marked impact on TGF-β signaling. Circumstantial evidence for a close link between the CYP-sEH and TGF-β pathways already exists, as EETs have been reported to inhibit the activation of murine fibroblasts by blocking Smad2/3 signaling.^52^ It has also been reported that sEH inhibitors attenuate TGF-β signaling in a model of pulmonary fibrosis,^53^ and dual inhibition of cyclooxygenase and sEH protects against liver fibrosis^54^ and the TGF-β-driven development of epithelial to mesenchymal transformation in the lung.^55^ Indeed, moving up the signaling cascade, we found that the acute TGF-β1-induced phosphorylation of Smad2 in M1-polarized macrophages was also attenuated in sEH-deficient M2c macrophages. This hinted that metabolites of the CYP-sEH pathway could affect either the expression of TGF receptors or their activity and led to the identification of Alk5 as a TGF-β receptor whose expression was regulated in an sEH-dependent manner.

Not a lot is known about the mechanisms that regulate Alk5 expression in macrophages. However, its expression is increased by stimuli such as LPS, IFN-γ,^56^ ox-LDL,^57^ and TGF-β.^46^ Our experiments also demonstrated that adding TGF-β1 to macrophages increased Alk5 expression but only in cells expressing sEH. Alk5 levels can be altered at the level of gene expression as well as by protein degradation.^58^ As we did not observe consistent changes in Alk5 at the RNA level, we investigated the effect of preventing its proteosomal degradation and successfully rescued Alk5 levels. This led us to focus on the E3 ligase, Smurf2, which ubiquitinates TGF-β receptors, thus promoting their proteasomal degradation.^59^ TGF-β stimulation has been shown to cause Smurf2 to translocate from the nucleus to the cytosol where it forms a complex with inhibitory Smads and ubiquitinates type I TGF-β receptors.^47^ The subsequent proteasomal degradation of these proteins thus attenuates TGF-β signaling (for review see^48^). Interestingly, we found that the sEH substrate, 11,12-EET, effectively induced the cytoplasmic translocation of Smurf2 and that downregulating Smurf2 increased Alk5 expression in sEH^−/−^ to levels observed in wild-type cells. Our findings go a long way toward explaining a previously suggested link between Smurf2 and the CYP-sEH axis, based on the interaction of CYP2J3 with flavin-containing monooxygenase 2 in cardiac fibroblasts that was proposed to determine the intracellular localization of Smurf2.^60^ Although the ability of PUFA mediators to initiate the ubiquitination and degradation of proteins has not been studied in detail, this may represent a broader mechanism of action for these lipid mediators. For instance, CYP2J2 was reported to promote the ubiquitination of NLRX1,^61^ and we previously observed that 11,12-EET induced the activation of PPAR-γ prior to inducing its proteasomal degradation.^62^ Whether the latter effects involve Smurf2 or an alternative E3 ligase remains to be determined. Another open question is how 11,12-EET was able to initiate its effect. There are numerous lines of evidence hinting that a membrane receptor, most probably a G-protein-coupled receptor, exists for 11,12-EET, but a specific structure has not yet been definitively identified.^63^ In this study, the finding that an EET analogue that antagonizes the effects of EETs in several systems^64^ was able to prevent the changes in Tlr2 and Nlrp3 expression suggests that the effects of 11,12-EET may be mediated through activation of an EET receptor.

Taking all of our data together, we conclude that not only is the expression of sEH in pro-resolving macrophages controlled by TGF-β, but that the activity of the enzyme determines TGF-β signaling and macrophage repolarization to a pro-resolving phenotype. At the molecular level, the regulation of Alk5 levels by 11,12-EET can account for the effects observed *in vitro* and *in vivo*. This unexpectedly intimate relationship seems to be an integral part of an autocrine loop between 11,12-EET and TGF-β1 that determines cell function. Such a mechanism may have wide-reaching consequences and contribute to the consequences of manipulating sEH expression on processes such as angiogenesis, atherosclerosis, and organ fibrosis.^1^

### Limitations of the study

Despite the data showing a clear link between a PUFA epoxide and TGF-β signaling, there are limitations in the current study that warrant consideration. Firstly, the mice studied carried a constitutive global deletion in the Ephx2 gene, rather than an inducible cell-specific knockout, which may be associated with compensatory changes over time. Because of this, key experiments were repeated with and without an sEH inhibitor. Secondly, the exact mechanism of action linking 11,12-EET with Smurf2 was not identified. There are data linking the actions of the epoxide with a membrane receptor but this has yet to be identified.

## Resource availability

### Lead contact

Further information and requests for resources should be directed to and will be fulfilled by the lead contact, Dr. Ingrid Fleming ().

### Materials availability

This study did not generate new unique reagents.

### Data and code availability

• Data: single-cell RNA-seq data have been deposited at GEO and are publicly available as of the date of publication. Accession numbers are listed in the key resources table. Original western blot images have been deposited at Mendeley and are publicly available as of the date of publication. The DOI is listed in the key resources table. Microscopy data reported in this paper will be shared by the lead contact upon request.
• Code: all original code has been deposited at Zenodo and is publicly available as of the date of publication. DOIs are listed in the key resources table.
• Additional information: any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

## Acknowledgments

The authors are indebted to Orwa Barakat and Oliver Haun for expert technical assistance. This work was supported by the 10.13039/501100001659Deutsche Forschungsgemeinschaft (GRK 2336 TP5–Project ID 321115009; SFB1039/3 B6–Project ID 204083920, and the 10.13039/501100021703Cardio-Pulmonary Institute, EXC 2026, Project ID: 390649896). X.L. was supported by a grant from the China Scholarship Council and F.D.L. by a stipend from the 10.13039/501100020027Dr. Rolf M. Schwiete Stiftung (Project ID: 2021-025).

## Author contributions

X.L., designed the research and acquired and analyzed data; S.K., designed the research and acquired and analyzed data; F.D.L., acquired and analyzed data; U.U., acquired and analyzed data; R.P., acquired and analyzed data; J.H., provided feedback, edited the text; T.F., acquired and analyzed data; S.G., acquired and analyzed data; A.W., designed and interpreted the FACS data; I.F., designed the research, analyzed the data, acquired funding, and wrote the manuscript.

## Declaration of interests

The authors declare no competing financial interests.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

CD45-VioBlue	Milteny, Bergisch Gladbach, Germany	#130-102-430; RRID: AB_2659925
CD31-PE-Cy7	eBioscience, Frankfurt, Germany	#25-0311-82; RRID: AB_2716949
MHC class II-APC-eFluor-780	ThermoScientific, Darmstadt, Germany	#47-5321-81; RRID: AB_1548783
CD19-APC-Fire750	Biolegend, Koblenz, Germany	#115558; RRID: AB_2572120
γδ TCR-APC	Biolegend, Koblenz, Germany	#118116; RRID: AB_1731813
CD8-BV650	Biolegend, Koblenz, Germany	#100742; RRID: AB_2563056
GITR-FITC	Biolegend, Koblenz, Germany	#126308; RRID: AB_1089125
F4/80-PE-Cy7	Biolegend, Koblenz, Germany	#123114; RRID: AB_893478
Ly6G-APC-Cy7	Biolegend, Koblenz, Germany	#127624; RRID: AB_10640819
Ly6C-PerCP/Cyanine5.5	Biolegend, Koblenz, Germany	#128012; RRID: AB_1659241
CD11b-BV605	Biolegend, Koblenz, Germany	#101237 RRID: AB_11126744
CD3-PECF594	BD Bioscience, Heidelberg, Germany	#562286; RRID: AB_11153307
CD4-BV711	BD Bioscience, Heidelberg, Germany	#563050; RRID: AB_2737973
NK1.1-BV510	BD Bioscience, Heidelberg, Germany	#563096; RRID: AB_2738002
p-SMAD2 (Ser465/467)	Cell Signaling Technology Europe, Leiden, The Netherlands	# 3108; RRID: AB_10117720
SMAD2	Cell Signaling Technology Europe, Leiden, The Netherlands	# 5339; RRID: AB_10858226
p-SMAD1/5	Cell Signaling Technology Europe, Leiden, The Netherlands	# 9516; RRID: AB_10121682
SMAD1	Cell Signaling Technology Europe, Leiden, The Netherlands	# 6944; RRID: AB_10860070
ALK5	abcam, Cambridge, UK	# ab31013; RRID: AB_778352
TGFRII	abcam, Cambridge, UK	ab186838; RRID: AB_2728775
TLR2	abcam, Cambridge, UK	# ab16894; RRID: AB_443530
CD206	NOVUS Biologicals, Wiesbaden Nordenstadt, Germany	# NBP1-90020; RRID: AB_11036359
NLRP3	NOVUS Biologicals, Wiesbaden Nordenstadt, Germany	# NBP2-12446; RRID: AB_2750946
ALK1	OriGene, Rockville, USA	# AP01172-PU-N; RRID: AB_1609796
β-actin	Linaris, Eching, Germany	# MAK6019
sEH	ProteinTech, Martinsried, Germany	Custom made
goat anti-rabbit	Merck, Darmstadt, Germany	# 401393; RRID: AB_437797
goat anti-mouse	Merck, Darmstadt, Germany	# 401253; RRID: AB_437779
goat anti-rat	Merck, Darmstadt, Germany	#401411; RRID: AB_212007
rabbit anti-goat	Merck, Darmstadt, Germany	# 401515; RRID: AB_437816
F4/80	eBioscience, CA, USA	#14-4801-85; RRID: AB_467559
Smurf2	Thermo Fisher, CA, USA	MA5-45004; RRID: AB_2931458
Alexa Fluor-546	Thermo Fisher Scientific, Dreieich, Germany	# A10040; RRID: AB_2534016
Alexa Fluor-488	Thermo Fisher Scientific, Dreieich, Germany	# A32790; RRID: AB_2762833
Alexa Fluor-633	Thermo Fisher Scientific, Dreieich, Germany	# A-21070; RRID: AB_2535731

**Chemicals, peptides, and recombinant proteins**		

RPMI 1640 Medium	Gibco, Invitrogen, Darmstadt, Germany	# 2242222
Minimum Essential Medium	Gibco, Invitrogen, Darmstadt, Germany	# 2209288
MEM non-essential amino acids solution	Gibco, Invitrogen, Darmstadt, Germany	# 11140050
MEM Vitamin Solution	Gibco, Invitrogen, Darmstadt, Germany	# 11120052
Fetal bovine serum	Gibco, Invitrogen, Darmstadt, Germany	#10270-106
14,15-epoxyeicosa-5(Z)-enoic acid	Cayman Chemical, Tallinn, Estonia	#10004946
(±)11,(12)-epoxy-5Z,8Z,14Z-eicosatrienoic acid	Cayman Chemical, Tallinn, Estonia	# 50511
(±)11,12-dihydroxy-5Z,8Z,14Z-eicosatrienoic acid	Cayman Chemical, Tallinn, Estonia	#51511
(±)9,10-epoxy-12Z-octadecenoic acid	Cayman Chemical, Tallinn, Estonia	#52400
(±)9,10-dihydroxy-12Z-octadecenoic acid	Cayman Chemical, Tallinn, Estonia	#53400
Macrophage colony-stimulating factor	peprotech, Hamburg, Germany	#315-02
Granulocyte macrophage colony-stimulating factor	peprotech, Hamburg, Germany	# 315-03)
human interferon γ	peprotech, Hamburg, Germany	# 300-02
murine IFN-γ	peprotech, Hamburg, Germany	# 315-05
murine interleukin 4	peprotech, Hamburg, Germany	# 214-14
human IL-4	peprotech, Hamburg, Germany	# 200-04
human transforming growth factor-β1	peprotech, Hamburg, Germany	# 100-21
pHrodo Red Zymosan Bioparticles	Invitrogen, Darmstadt, Germany	# P35364
DiI-oxLDL	Invitrogen, Darmstadt, Germany	# L34358

**Critical Commercial**		

Interleukin 1β ELISA	Bio-Techne GmbH, Wiesbaden-Nordenstadt, Germany	

**Experimental models: Organisms/strains**		

Mouse: C57BL/6N mice	Charles River, Sulzfeld, Germany	
Mouse: B6D2-Smoc1/JtakRbrc	RIKEN BioResource Center, Tsukuba, Japan	
Mouse: Ephx2^tm1.1Arte^ x Gt(ROSA)26Sortm16(Cre)Arte	TaconicArtemis GmbH Cologne, Germany	

**Oligonucleotides**		

	See Table S1 for PCR primers	

**Software and algorithms**		

Prism	GraphPad Software Inc., Boston, USA	9.0.1; RRID: SCR_002798
Imaris	Bitplane AG, Zürich, Switzerland	10.0; RRID: SCR_007370
Biorender	Used for preparation of the graphical abstract	Licence # OO272BWW7T & SU272BWWB8; RRID: SCR_018361

**Deposited data**		

RNA sequencing data	Gene Expression Omnibus (GEO; www.ncbi.nlm.nih.gov/geo) repository	GSE273900
Uncropped Western blots	https://data.mendeley.com/datasets/nz789jbbxc/1	https://doi.org/10.17632/nz789jbbxc.1
Code for analysis of RNA-seq	https://zenodo.org/records/13341724	https://doi.org/10.5281/zenodo.13341724

### Experimental model and study participant details

#### Animals

C57BL/6N mice (6–8 weeks old) were from Charles River (Sulzfeld, Germany), SMOC1^+/−^ (B6D2-Smoc1<Tn(sb-lacZ,GFP)PV384Jtak>/JtakRbrc) mice were from the RIKEN BioResource Center (Tsukuba, Japan) and sEH^−/−^ mice were generated as described.^65^ Age- and strain-matched mice (littermates) were used throughout, with most experiments being performed on cells from females. For the isolation of bone marrow, mice were sacrificed using 4% isoflurane in air and subsequent exsanguination.

#### Zymosan-induced peritonitis

To induce a self-resolving inflammation, zymosan-A (10 mg/kg in 200 μL PBS, i.p.) was injected female wild-type and sEH^−/−^ mice (8–12 weeks old). One, 3, and 6 days after zymosan injection, chemokines and cells in the peritoneum were isolated via lavage using 3 mL ice-cold PBS, as described.^66^ For determination of the composition of immune cells in the lavage, cells were stained with different antibodies and analyzed using flow cytometry (BD, LSRFortessa). Data were analyzed using FlowJo software (version 10.6.2). In some experiments the expression of inflammatory markers was determined by RT-qPCR.

#### Ethics statement

All animals were housed in conditions that conform to the Guide for the Care and Use of Laboratory Animals published by the U.S. National Institutes of Health (NIH publication no. 85-23). Both the University Animal Care Committee and the Federal Authority for Animal Research at the Regierungspräsidium Darmstadt (Hessen, Germany) approved the study protocol (FU2009, 2021).

### Method details

#### Monocyte isolation and culture

##### Human monocytes

Human monocytes were isolated from peripheral blood from healthy donors (DRK-Blutspendedienst Baden-Württemberg-Hessen, Frankfurt) as described,^67^ and further differentiated to naive (M0) macrophages in RPMI supplement with 3% human plasma for 7 days. Macrophages were polarized to M1 macrophages (100 ng/mL LPS and 20 ng/mL hIFNγ,12 h), M2a macrophages (20 ng/mL hIL-4, 24 h) and M2c macrophages from M1 macrophages by TGF-β1 (10 ng/mL) for 48 h.

##### Murine monocytes

Murine monocytes were isolated from bone marrow of 8–10 week old mice. Monocytes were differentiated to naive (M0) macrophages in RPMI 1640 medium containing 8% heat inactivated FCS supplemented with M-CSF (15 ng/mL) and GM-CSF (15 ng/mL) for 7 days. Thereafter M0 macrophages were polarized to M1 macrophages (LPS, 10 ng/mL and murine IFN-γ, 1 ng/mL, and 12 h) or M2a macrophages (murine IL-4, 20 ng/mL, 24 h). M2c macrophages were generated by treating M1 macrophages with TGF-β1 (10 ng/mL) for 24 or 48 h.

#### Fluorescence-activated cell sorting (FACS) analyses

Single cell suspensions were stained with florescent antibodies and analyzed by flow cytometry using an LSRII Fortessa cell analyzer (BD Biosciences, Heidelberg, Germany). Antibodies were titrated to determine optimal concentrations. For single-color compensation CompBeads (BD Bioscience, Heidelberg, Germany) were used to create multicolor compensation matrices. Cells were blocked with 2% FcR Binding Inhibitor (Milteny, Bergisch Gladbach, Germany) in PBS for 10 min on ice for 10 min. Afterward, the cells were stained with different antibodies for 10 min. For gating, fluorescence minus one controls (FMO; containing all antibodies, minus one of them, for gating cells that express the omitted antigen) were used. Instrument calibration was controlled daily using Cytometer Setup and Tracking Beads (BD Bioscience, Heidelberg, Germany). Gating is outlined in Figure S6. Leukocyte categories were defined as follows: neutrophils (CD11b+ Ly6G+), monocytes (CD11b+ F4/80low Ly6G- Ly6C+/−), macrophages (CD11b+ F4/80+ Ly6G-), NK Cells (NK1.1+ CD3ε-), NK T cells (NK1.1+ CD3ε+), dendritic cells (CD11c+ CD11b+ Ly6C- F4/80-), T cells (CD11b-, CD19^−^, CD3ε+).

#### Interleukin 1β ELISA

The levels of interleukin 1β were determined in cell supernatant by ELISA (Bio-Techne GmbH, Wiesbaden-Nordenstadt, Germany) according to the manufacturer’s protocol.

#### Immunoblotting

Cells were lysed in RIPA lysis buffer (50 mmol/L Tris/HCL pH 7.5, 150 mmol/L NaCl, 10 mmol/L NaPPi, 20 mmol/L NaF, 1% sodium deoxycholate, 1% Triton X-100 and 0.1% SDS) enriched with protease and phosphatase inhibitors. Detergent soluble proteins were recovered by centrifugation, separated by SDS-PAGE and subjected to Western blotting as described.^68^ After blocking in Tris-buffered saline containing 0.3% Tween 20 and 3% BSA, membranes were exposed to primary antibodies (overnight 4°C) and horseradish peroxidase-conjugated secondary antibodies (2 h, room temperature). Protein bands were visualized using Lumi-Light plus Western blotting substrate (Roche, Mannheim, Germany) and captured by an image acquisition system (Fusion FX7; Vilber-Lourmat, Torcy, France).

#### RNA isolation and quantitative real-time PCR (RT-qPCR)

Total RNA was extracted from cells and tissues using QIAgen RNeasy kits (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s protocol and RNA (1 μg) was used for reverse transcription (RTase SuperScript IV, Invitrogen). Primers (BioSpring GmbH, Germany) were designed using an online tool, primer3 (https://primer3.ut.ee), and the cDNA was amplified using SensiFAST SYBR No-ROX kit (GENTAUR GmbH, Aachen, Germany) and a real-time thermal cycler (BMS, Queensland, Australia). All RNAs were normalized to 18S rRNA. Quantitative PCR was performed using SYBR green master mix (Biozym, Hessisch Oldendorf, Germany) and appropriate primers (Table S1) in a MIC-RUN quantitative PCR system (Bio Molecular Systems, Upper Coomera, Australia). The relative RNA amounts were calculated using the 2^−ΔΔCT^ method with 18S RNA as a reference.

##### CHIP-qPCR

Crosslinking and isolation of nuclei was performed with the truCHIP chromatin shearing kit (Covaris, USA) according to the manufacturer’s protocol. Thereafter, chromatin immunoprecipitation was performed as described.^69^ Thereafter, the binding of SMAD2 to the sEH promoter was monitored via qPCR using the primers listed in Table S1.

#### RNA sequencing

Total RNA was isolated from macrophages by using RNeasy Micro kit (Qiagen, Hilden, Germany) based on manufacturer’s instructions and as described.^62^ Thereafter, RNA concentrations were determined (NanoDrop ND-1000, Thermo Fisher Scientific, Dreieich, Germany; λ 260 nm) and RNA (1 μg) was used as input for SMARTer Stranded Total RNA Sample Prep Kit - HI Mammalian (Takara Bio, Kyoto, Japan). Trimmomatic version 0.39 was employed to trim reads after a quality drop below a mean of Q20 in a window of 20 nucleotides and keeping only filtered reads longer than 15 nucleotides.^70^ Reads were aligned versus Ensembl mouse genome version mm10 (Ensembl release 101) with STAR 2.7.10a.^71^ Aligned reads were filtered to remove: duplicates with Picard 2.25.5 (Picard: A set of tools (in Java) for working with next generation sequencing data in the BAM format), multi-mapping, ribosomal, or mitochondrial reads. Gene counts were established with featureCounts 2.0.2 by aggregating reads overlapping exons on the correct strand excluding those overlapping multiple genes.^72^ The raw count matrix was normalized with DESeq2 version 1.44.0.^73^ Contrasts were created with DESeq2 based on the raw count matrix. Genes were classified as significantly differentially expressed at average count >5, multiple testing adjusted *p*-value <0.05, and −0.585 < log2FC > 0.585. The Ensemble annotation was enriched with UniProt data.^74^ The principal component analysis, volcano plots and pathway enrichment analysis were generated using R with the following packages: pheatmap version 1.0.12 and ggplot2 version 3.5.0.^75^ The code is available upon request. RNA-seq data have been deposited with the Gene Expression Omnibus (GEO; www.ncbi.nlm.nih.gov/geo) repository and are publicly available as of the date of publication. Accession numbers are listed in the key resources table.

#### Phagocytosis assays

Murine macrophages were incubated with either pHrod Red Zymosan Bioparticles (10 μg/mL, Invitrogen) or dil-oxo-LDL (2.5 μg/mL; Thermofisher Scientific, Darmstadt, Germany) in RPMI medium supplemented with 0.1% BSA and phagocytosis was monitored over 24 h using an automated live cell imaging system (IncuCyte; Sartorius, Göttingen Germany).

#### HEK cell culture

HEK-293 cells were obtained from the American Type Culture Collection (LGC Standards, Wesel, Germany) and cultured in MEM containing 8% heat inactivated FCS, gentamycin (25 μg/mL), sodium pyruvate (1 mmol/L) and non-essential amino acids (Thermo Fisher Scientific, Dreieich, Germany). Cells were maintained in a humidified incubator at 37°C containing 5% CO_2_.

##### sEH promoter activity

The luciferase activity assay was performed as described previously.^35^ Briefly, HEK cells were seeded into a 24-well plates (Falcon) at a density of 5x10^4^ cells/well. After 24 h, cells were then transfected with 200 ng of plasmid carrying the human sEH promoter (−374/+28, −974/+28, −1474/+28, −2974/+28, −4174/+28, −4774/+28, −5974/+28 bp) using Lipofectamine 2000 according to the manufacturers protocol. For each transfection, 4 ng of a control plasmid (pRL-CMV expressing renilla luciferase) was used as an internal control. After 24 h, the transfected cells treated with either solvent or TGF-β1 (10 ng/mL) for another 24 h. Cells were then harvested and lysed with 100 μL lysis buffer. Luciferase activity was measured using Dual-Glo Luciferase Reporter assay (Promega) and determined with PerkinElmer 2104 EnVision Multilabel Plate Readers (Waltham, MA, USA). Firefly luciferase activity was normalized against renilla luciferase activity.

#### sEH mutants

Adenoviral mediated expression of the wild-type sEH or a catalytically inactive sEH mutant (Tyr383 and Tyr466 were mutated to phenylalanine) was achieved as described.^76^ After overnight transduction cells were washed with medium and treated as described in the results section.

#### sEH activity assay

##### PHOME assay

Soluble epoxide hydrolase activity was determined using cytosolic cell lysates as reported.^77^ Briefly, reaction was performed with 5 μg protein at 37°C for 10 min in 100 μL of potassium phosphate buffer (100 mmol/L, pH 7.2) containing 0.1% BSA and fresh 0.25 mmol/L phenylmethylsulfonylfluoride, were added in a 96 well plate and then mixed with 50 μL of 40 μmol/L (3-phenyloxiranyl)acetic acid cyano(6-methoxynaphthalen-2-yl) methyl ester (PHOME) at 37°C. Fluorescence was recorded (excitation λ330 nm, emission λ465 nm) over 1 h using a plate reader (EnVision, PerkinElmer, Waltham, MA, USA).

*LC-MS/MS*: Murine macrophages were lysed in Triton lysis buffer (50 mmol/L Tris/HCl pH7.5, 150 mmol/L NaCl, 10 mmol/L NaPPi, 20 mmol/L NaF, 1%Triton X-100) and sEH activity determined as described,^76^ using a Sciex API4000 mass spectrometer operating in multiple reaction monitoring mode.

#### PUFA metabolite profiling

Samples were prepares, extracted and analyzed as reported previously.^78^ All samples and dilutions of the standards were spiked with internal deuterated standards: 8,9-DHET-d11, 11,12-DHET-d11, 14,15-DHET-d11, 9,10-DiHOME-d4, 12,13-DiHOME-d4, 5,6-EET-d11, 8,9-EET-d8, 11,12-EET-d8, 14,15-EET-d8, 9.10-EpOME-d4, 12,13-EpOME-d4, 5S-HETE-d8, 12S-HETE-d8, 15S-HETE-d8, 20-HETE-d6, 9S-HODE-d4, 13S-HODE-d4. Concentrations were determined by reference to the standards. Analyst 1.6.2 and MultiQuant 3.0 (both Sciex, Darmstadt, Germany), were used for data acquisition and analysis, respectively.

#### Immunohistochemistry

Cells cultivated on Ibidi chambers were fixed with 4% paraformaldehyde (PFA) for 15 min at room temperature. Thereafter, samples were washed three times in phosphate buffered solution (PBS) (10 min each). Cells were blocked and permeabilized with 0.3% Triton X-100 in PBS containing donkey serum (5%, for 1 h). Afterward cells were incubated overnight with primary antibodies (4°C). Thereafter, primary antibody samples were removed and samples were incubated with respective Alexa Fluor-conjugated secondary antibodies for 60 min at room temperature. Cells were then washed three times in PBS (10 min each) and corresponding cell nuclei were counterstained with DAPI (10 ng/mL: Thermo Fisher, CA, USA). In experiments in which the nuclear to cytosolic shuttling of Smurf2 was assessed, confocal z-stacks were analyzed with Imaris (Version 10.0, Bitplane AG, Zürich, Switzerland).In detail, after the individual fluorescent channels were processed with a Gaussian filter, both the volume of the nucleus and the Smurf signals were rendered. The quotient of the volume of the Smurf signal located either outside or inside the nucleus was calculated. The rendered volume of the nucleus was used as a mask to split the fluorescence channel of the Smurf signal into a nuclear or cytosolic part.

### Quantification and statistical analysis

The data are presented as mean ± SEM. Statistical analysis was performed using Prism 9.0.2 (GraphPad Software Inc., Boston, USA). Data were analyzed using Student’s t-test, one-way ANOVA followed by Tukey’s multiple comparisons test, or two-way ANOVA with Sidak’s multiple comparisons test, where appropriate. A P-value of less than 0.05 was considered statistically significant.

# Supplementary material for: A regulatory loop involving the cytochrome P450-soluble epoxide hydrolase axis and TGF-β signaling
**Source:** iScience. 2024 Sep 16;27(10):110938. doi: 10.1016/j.isci.2024.110938
**Supplement:** Document S1. Figures S1–S6 and Table S1

**Supplemental information**

**A regulatory loop involving the cytochrome**

**P450-soluble epoxide hydrolase**

**axis and TGF- $\beta$  signaling**

**Xiaoming Li, Sebastian Kempf, Fredy Delgado Lagos, Ürün Ukan, Rüdiger Popp, Jiong Hu, Timo Frömel, Stefan Günther, Andreas Weigert, and Ingrid Fleming**

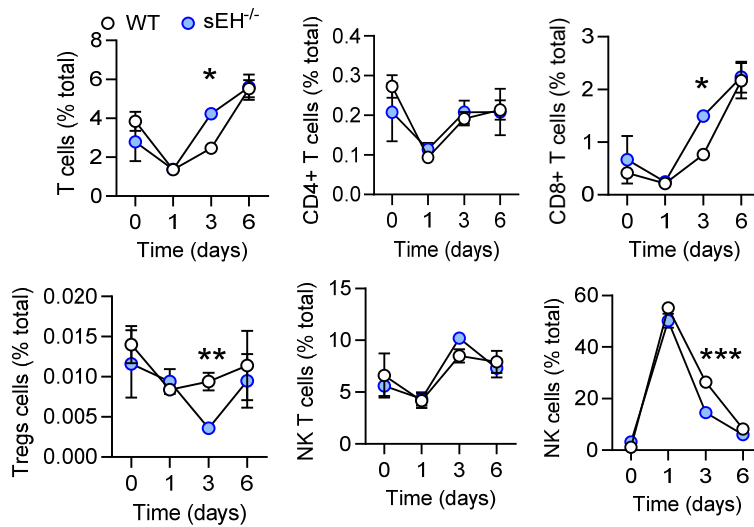

**Supplementary Fig. 1. Consequences of sEH deletion on the resolution of inflammation.** Related to Figure 1. Intraperitoneal cell populations isolated from wild-type (WT) and sEH<sup>-/-</sup> (-/-) mice up to 6 days after single intraperitoneal injection of zymosan. Shown are total T cells, CD4+ and CD8+ T cells, regulatory T cells (Tregs), natural killer T cells (NKT) and natural killer (NK) cells. n=5-6 animals per group. Two way ANOVA and Sidak's multiple comparisons test. \*P<0.05, \*\*P<0.01, \*\*\*P<0.001.

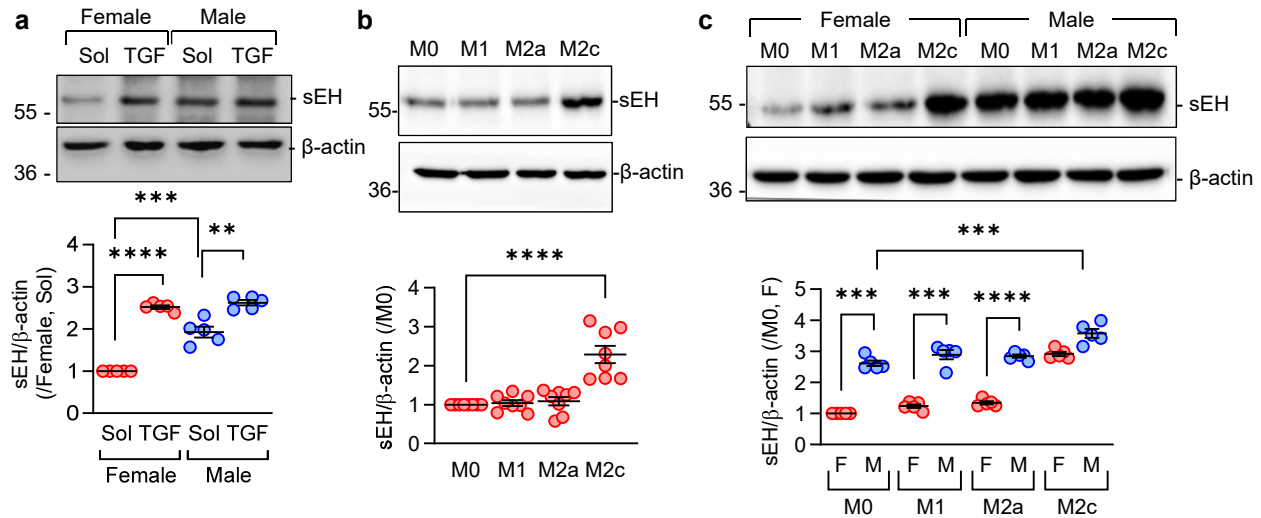

**Supplementary Fig. 2. sEH expression in polarized macrophages from female and male mice and humans.** Related to Figure 2. **(a)** Effect of solvent (Sol) and TGF- $\beta$ 1 (10 ng/mL, 48 hours) on sEH expression in M1 polarized macrophages from female and male mice; n=5 mice per group. **(b)** sEH expression in M0 (Sol), M1 (LPS /IFN $\gamma$ , 12 hours), M2a (IL-4, 24 hours) and M2c (LPS/IFN $\gamma$  and TGF $\beta$ 1, 48 hours) polarized human macrophages from female donors; n=8 donors per group. **(c)** Expression of sEH in polarized human macrophages from male and female donors; n=5 subjects per group. a&c: two way ANOVA and Sidak's multiple comparisons test, b: one way ANOVA and Tukey's multiple comparisons test. \*\*P<0.01, \*\*\*P<0.001, \*\*\*\*P<0.0001.

**Supplementary Fig. 3. The sequence of the human sEH promoter** (approximately 7 kb). Related to Figure 3. Smad binding elements (AGAC/GTCT) are highlighted in blue, SP1 binding element in orange, transcriptional start site (defined as +1) in red.

**Supplementary Fig. 3. The sequence of the human sEH promoter** (approximately 7 kb). Related to Figure 3. Smad binding elements (AGAC/GTCT) are highlighted in blue, SP1 binding element in orange, transcriptional start site (defined as +1) in red.

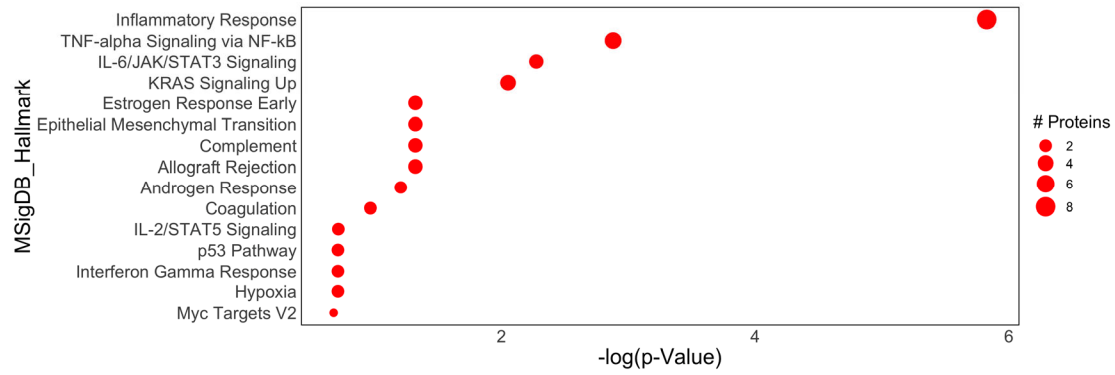

**Supplementary Fig. 4. Analysis of gene expression in M2c macrophages from wild-type and sEH<sup>-/-</sup> mice.** Related to Figure 4a-b. Hallmark gene set analysis (Molecular Signatures Database) for biological states and processes using the RNA-seq dataset.

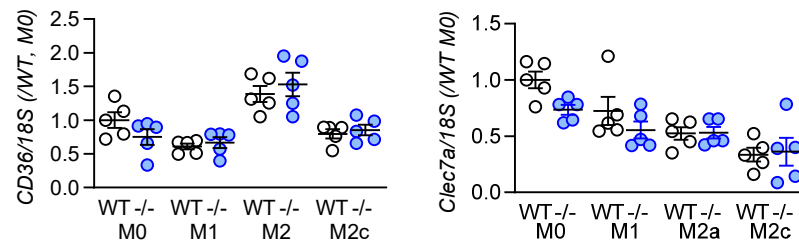

**Supplementary Fig. 5. Phagocytosis associated receptor expression in macrophages from wild-type and sEH<sup>-/-</sup> mice.** Related to Figure 4f-i. Expression of *Cd36* and *Dectin* in bone marrow-derived macrophages from wild-type (WT) and sEH<sup>-/-</sup> (-/-) mice under basal conditions (M0) and following M1, M2a and M2c polarization; n=5-6 mice per group. Two way ANOVA followed by Sidak's multiple comparisons test.

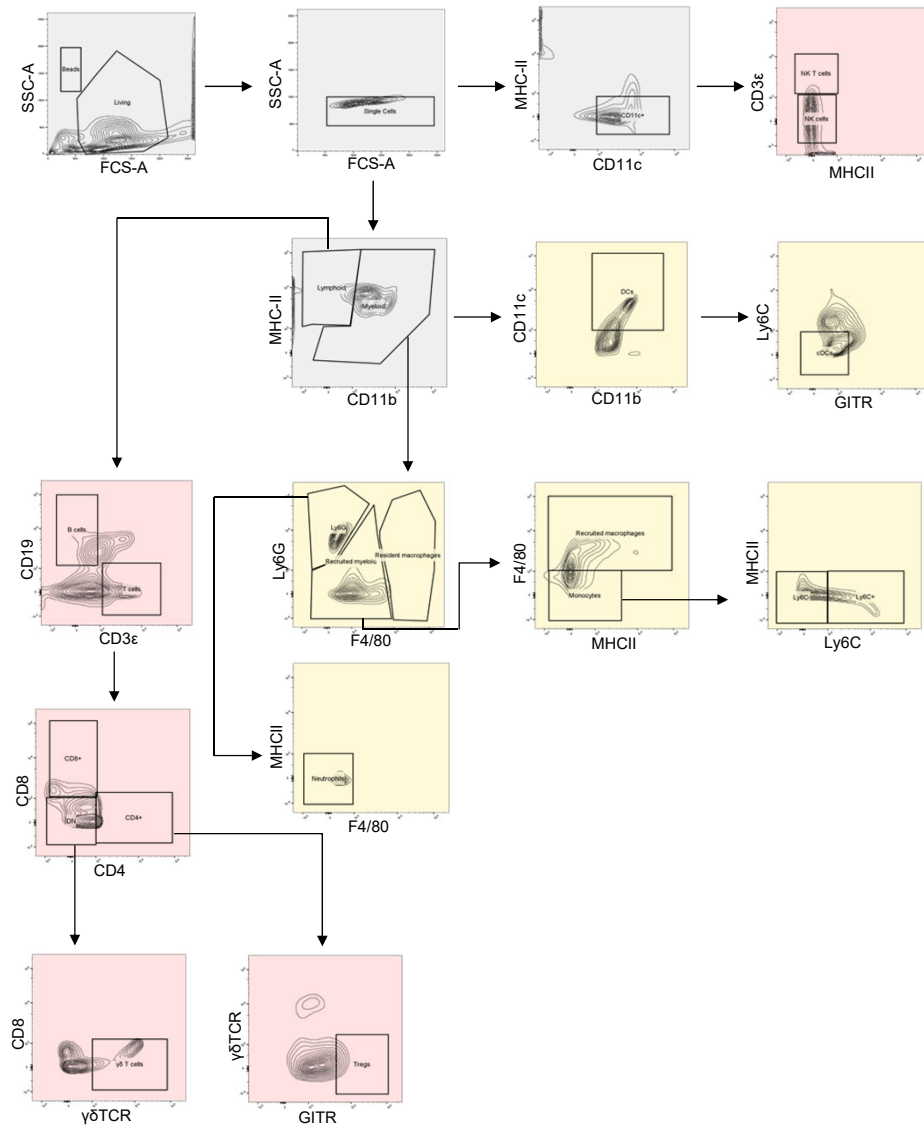

**Supplementary Fig. 6. Gating strategy of intraperitoneal cell populations.** Related to Figure 1. The example shown is from day 1. Peritoneal lavage obtained from the wild-type and sEH<sup>-/-</sup> was evaluated by flow cytometry. The analysis to evaluate immune populations was performed using the indicated gating strategy. Myeloid (yellow background) and lymphoid (red background) leucocytes categories were defined as the following subtypes: Neutrophils (CD11b<sup>+</sup> Ly6G<sup>+</sup>), monocytes (CD11b<sup>+</sup> F4/80<sup>low</sup> Ly6G<sup>-</sup> Ly6C<sup>+/-</sup>), macrophages (CD11b<sup>+</sup> F4/80<sup>+</sup> Ly6G<sup>-</sup>), NK Cells (CD11c<sup>+</sup> CD3ε<sup>+</sup>), NK T cells (CD11c<sup>+</sup> CD3ε), dendritic cells (CD11c<sup>+</sup> CD11b<sup>+</sup> Ly6C<sup>-</sup>), T cells (CD11b<sup>-</sup> CD3ε<sup>+</sup>), B cells (Ly6G<sup>+</sup> CD11b<sup>-</sup> CD3ε<sup>-</sup>).

**Supplementary Table 1. PCR primers.** Related to Figures 1 and 2.

| <b>Gene</b>   | <b>Forward</b>           | <b>Reverse</b>          |
|---------------|--------------------------|-------------------------|
| <i>18S</i>    | cttgggtcgctcgctcctc      | ctgaccgggttggtttgat     |
| <i>Ephx2</i>  | acgaccgtgctgagagagat     | ttcagattagccccgatgtc    |
| <i>Nos2</i>   | gtggtgacaagcacatttg      | gttcgtccccttctcctgtt    |
| <i>Tnf</i>    | ggccttctaccttcagacc      | ccggccttccaaataaatac    |
| <i>Il1b</i>   | caggcaggcagtatcactca     | agctcatatgggtccgacag    |
| <i>Arg1</i>   | gtgaagaacccacggctgt      | ctggtgtcaggggagtggt     |
| <i>Ym1</i>    | ctggaattggtgccctacaa     | tcataaccaacccactcattacc |
| <i>Fizz1</i>  | cccttctcatctgcatctcc     | cagtagcagtcattccagca    |
| <i>Mrc1</i>   | tggatggatgggagcaaagt     | gctgctgttatgtctctggc    |
| <i>Vctn1</i>  | aaagacgacctctcacagca     | catactgaaggctccggtct    |
| <i>Snai1</i>  | tggctgatggagtgccttgta    | agccagtgggtggcttagtt    |
| <i>Id3</i>    | cctgcagcgtgtcatagactacat | agatcacaagttccggagttag  |
| <i>Tlr2</i>   | ccctgtgccaccatttcc       | ccacgcccacatcattctc     |
| <i>Tlr4</i>   | cagcaaagtcctgatgaca      | agaggtggtgtaagccatgc    |
| <i>Cd36</i>   | gttgatactatgccgcctct     | gttcccacactccttctcc     |
| <i>Clec7a</i> | tctcagccttgccctcctaa     | catggcccttcactctgatt    |
| <i>Nlrp3</i>  | aaggcttgtgtgggacacaaa    | aggaggggagaggagtaagag   |

How the deposited data were processed for this re-analysis (not part of the article)

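Bulk RNA-seq libraries of M2c-polarized, bone marrow-derived macrophages from 3 sEH-/- and 3 wild-type mice were compared, with one library per mouse. The sample labels and the legend of Fig. 4A give the same genotypes and numbers. The authors deposited a table of raw counts for 19309 genes. According to the methods, they trimmed the reads with Trimmomatic, aligned them with STAR to mm10 with the Ensembl annotation, removed duplicates with Picard together with multi-mapping, ribosomal and mitochondrial reads, and counted reads over exons with featureCounts, strand-aware and without reads over several genes. These deposited counts are not normalized. The paper then used DESeq2 for normalization and tests. Every gene carried an identifier, 282 genes had no count in any library, and 7 symbols were carried by a pair of gene identifiers, which were kept apart. No other column of values per sample was present.

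Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, glmQLFit and glmQLFTest, no covariates). TMM factors lay between 0.982 and 1.03. Genes with a mean of more than 5 counts over the 6 libraries were tested, which kept 13785 genes and 99.8% of all counts. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 0.585, as in the paper. CPM values use the TMM-normalized library sizes. The standard error of a log2 fold change was computed as its size divided by the square root of the quasi-likelihood F statistic. DESeq2 1.42.0 and limma 3.58.1 (voom) were used as alternatives, and an adjusted p that DESeq2 did not give was left out. Lists of genes were tested two-sided with camera (preset correlation 0.01), and with fry and camera with an estimated correlation as alternatives. The lists (inflammatory NF-κB targets, interferon-stimulated genes, TGF-β/Smad targets, scavenger and phagocytosis receptors, p53 targets and cell cycle genes, with marker lists of neutrophils, dendritic cells, lymphocytes, erythroid cells and stromal cells, and sex genes) were written by hand before the data were examined, but after Fig. 4B, which draws several p53 targets and interferon-stimulated genes, had been seen. The Hallmark sets of Fig. S4 were not used here. Called genes within 10 Mb of *Ephx2* were compared with the other tested genes by a two-sided Fisher's exact test. Exonic lengths came from GENCODE M21 for the same genome build, in which 19286 of the 19309 identifiers were found, all on the same chromosome.

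The genes named in the text were chosen by a rule written before the data were examined, after the values shown in Figs. 2D, 4A and 4B and in Fig. S4 had been seen. They are the genes the paper names or labels, called genes within 10 Mb of *Ephx2*, the sex genes and *Nnt*. The 5 called genes with the largest and the 5 with the smallest log2 fold change are also included. These extremes were taken among genes with a mean of at least 50 counts and no overlap between the genotypes. Called members of the lists are included too, under the rule at most the 5 with the highest mean count per list. At most 3 per list were named on this ground, a cut that was not part of the rule. Genes of Fig. 4B are given as a tally with the exceptions named. A gene outside this rule was chosen after its values were seen. *Vtcn1* was not analysed here.

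Library totals lay between 4400197 and 6096440 counts. The common biological coefficient of variation was 0.0866. Counts were simulated from the gene means of the wild-type libraries, with the dispersions and totals of these 6 libraries. In them, 200 of 13785 genes were changed by 2-fold or 4-fold, and a further list was shifted by 0.4 on the log2 scale. Of the 200 changed genes, edgeR called 155, with 5 of its 160 calls false. The correlation with the true log2 fold changes was 0.984. DESeq2 called 153 and limma-voom 156 of the 200. In the same simulation, camera gave a p below 0.05 for 0 and fry for 5 of 100 unchanged lists. Genes were drawn independently of each other there, so these counts cannot show how the tests behave on lists of correlated genes. Between libraries of one genotype, the chi-square of the counts per degree of freedom was between 2.36 and 5.25, so that no pair of libraries differed by as little as sampling noise.

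Alternatives set before the data were examined were DESeq2, limma-voom, RLE normalization, library size without TMM factors, no filter, filterByExpr or at least 10 counts in every library, thinning to the smallest library, a replicate block, leaving out each library, no fold change threshold, a test against the threshold (glmTreat), other set tests, Gene Ontology terms from the deposited annotation, and other windows around *Ephx2*. Counts corrected for a ceiling of 1 count per exonic base, and a fit with the log of the library total as a covariate, were chosen after seeing the data. Figures were drawn with matplotlib. The experiments by qPCR, immunoblotting, ELISA, lipid profiling and in animals have no values here.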

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

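The test on p53 targets with few counts per exonic base, the comparison of larger with smaller libraries and the fit with the library total were chosen after results had been seen. The p53 list was written after several of its genes had been seen as lower in Fig. 4B.

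Targets of p53 were lower in sEH-/- macrophages, a signal in genes that the text of the paper does not discuss, although Fig. S4 lists a p53 pathway set and 5 of the 45 tested genes are named or drawn by the study (median −0.33 without them). The median log2 fold change of the list was −0.44, against a range from −0.070 to 0.061 for 95% of 10000 random lists of the same size matched on mean count, and 44 of the 45 genes were lower. Relative to the wild-type mean, the list median was −0.38, −0.64 and −0.39 in the sEH-/- libraries and −0.15, 0.11 and 0.030 in the wild-type libraries. *Zmat3* fell by 0.94 (SE 0.15), *Trp53inp1* by 0.77 (SE 0.14) and *Phlda3* by 0.66 (SE 0.10) on the log2 scale, with adjusted p-values of 0.017, 0.024 and 0.017 from edgeR's quasi-likelihood test. All 3 lost their calls without wild-type replicate 2 and without wild-type replicate 3, and *Trp53inp1* and *Phlda3* also without sEH-/- replicate 2, with an adjusted p of up to 0.12. *Cdkn1a* and *Mdm2* moved less, with log2 fold changes of −0.28 (SE 0.095) and −0.17 (SE 0.068), and were chosen after their values were seen. Technical explanations were tested. After a trend on GC content and exonic length was removed, the median was −0.47. With every library thinned to the smallest it was −0.41, and with the log of the library total as a covariate it was also −0.41. Between the 3 largest and the 3 smallest libraries the list median was 0.28. These groups hold 1 and 2 sEH-/- libraries, so that genotype enters this value, and a part that goes with library size stays open. The 20 members under 0.1 counts per exonic base, far below the level of the most abundant genes, had a median of −0.79. The value nearest to 0 with a library left out was −0.29, without sEH-/- replicate 2. The list was past the threshold with fry but not with camera and an estimated correlation between genes (adjusted p = 0.087). The Gene Ontology term for p53 signaling had a median of −0.033, but it is not a term for p53 targets and so not a like set. Culture density or a difference in cell stress between the mice was not tested. A lower activity of p53 in sEH-/- cells may therefore be put forward as a hypothesis only.

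Interferon-stimulated genes were higher in sEH-/- macrophages. The paper's text does not discuss them, although 6 of the 47 tested genes are named or drawn by it and Fig. S4 lists an interferon-γ response set. The median log2 fold change was 0.34 (95% of matched random lists between −0.033 and 0.074), and 46 of 47 genes were higher. The most abundant called genes were *Slfn4* (1.06, SE 0.25, adjusted p = 0.047), *Cmpk2* (0.97, SE 0.21, adjusted p = 0.035) and *Oas2* (0.99, SE 0.20, adjusted p = 0.030). These calls were not stable, since *Slfn4* lost its call in 7 of 17 alternatives, DESeq2 and limma-voom among them, *Cmpk2* in 5 and *Oas2* in 4, each of them without sEH-/- replicate 2 and without wild-type replicate 2 or 3, with an adjusted p of up to 0.16. The libraries were less cleanly separated than for p53 targets, since the list median relative to the wild-type mean was 0.32, 0.39 and 0.28 in the sEH-/- libraries but 0.19, −0.19 and 0.015 in the wild-type libraries. The median was 0.35 after removal of a trend on GC content and length, 0.33 after thinning, and 0.24 without wild-type replicate 2, the value nearest to 0 with a library left out. The 5 members under 0.1 counts per exonic base had a median of 1.74. They are weak evidence for the rest of the list, since *Cxcl10* and *Ifit1bl1* are drawn in Fig. 4B and *Cxcl11* had at most 24 counts. Of random lists matched on counts per exonic base, 95% had a median between 0.00044 and 0.090, below the 0.34 of this list. This argues against a ceiling in the counts of abundant genes as the whole origin of the shift. With the log of the library total as a covariate the median was 0.30. Between the 3 largest and the 3 smallest libraries it was −0.25, with the same uneven mix of genotypes, and a part that goes with library size stays open here too. Taking the correlation between these genes from the libraries put the list on the other side of the threshold (adjusted p = 0.061 with fry and 0.17 with the estimated correlation), so that with 3 mice per genotype a mouse-to-mouse difference in interferon tone may give such a shift. Carry-over of the IFN-γ used for the M1 step was not tested.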

How the results depend on the processing

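The fits on counts corrected for a ceiling and with the log of the library total as a covariate were chosen after seeing the data. The main count of 360 called genes (208 higher, 152 lower in sEH-/-) stayed within 1.5 times, between 307 with limma-voom and 514 without a filter, under DESeq2, limma-voom, RLE normalization, library size only, no filter, filterByExpr, at least 10 counts in every library, thinning and the ceiling correction. The number of genes called lower, however, was 240 without a filter, where 19027 genes were tested. Without a fold change threshold 553 genes were called. glmTreat, which tests against the threshold of 0.585 and is stricter by construction, called 10 genes, with 616 at an unadjusted p below 0.05. With the log of the library total as a covariate, 171 genes were called, 121 higher and 50 lower, of which 163 were among the 360.

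Single libraries mattered most. With each left out in turn the number of called genes ranged from 6 (without wild-type replicate 3) to 625 (without wild-type replicate 1), genes called higher from 4 to 346 and genes called lower from 2 to 312. Without wild-type replicate 2, 25 genes were called, without sEH-/- replicate 2, 96, without sEH-/- replicate 1, 518, and without sEH-/- replicate 3, 570. Fewer samples cannot be the whole cause, since the count rose when sEH-/- replicates 1 or 3 or wild-type replicate 1 was left out. At an unadjusted p below 0.05, 2244 genes were found without wild-type replicate 3 and 1879 without wild-type replicate 2, against 3221 with all libraries. All called genes that could be tested kept their sign in every fit. This is no evidence of stability, since the genotypes did not overlap in any of the 360 called genes. Leaving out a library could hardly turn a sign in such genes. In the simulated data, 3 libraries per group were enough to call 155 of 200 changed genes. The 5524 genes under the filter were not tested.

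Replicate numbers are shared between the genotypes, but were not taken as pairs. The paper states that littermates were used, without saying which sequenced mice were littermates. The correlations between same-numbered libraries in their deviations from the group means were −0.27, −0.49 and −0.056. These values gave no sign of pairing, but so few libraries cannot exclude it. With the replicate block, 234 genes were called, 149 higher and 85 lower, 226 of them among the 360.

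The inflammatory NF-κB targets kept direction and threshold under every alternative run. For interferon-stimulated genes the median was 0.34 in both set tests that lost the threshold, fry and camera with an estimated correlation. The estimated correlation also put the TGF-β/Smad targets (0.16), the receptors (0.13) and the p53 targets (−0.44) short of the threshold, as fry did for the receptors (0.13). These tests change the p-value and not the fold changes. With Gene Ontology terms in place of the lists, the inflammatory term had a median of 0.10 over 352 genes against 0.35, the interferon term one of 0.15 over 26 genes against 0.34 and the phagocytosis term one of 0.12 over 117 genes (adjusted p = 1.5e-04) against 0.13, all past the threshold. The TGF-β term had a median of 0.047 with a mean of −0.058, the p53 term one of −0.033 and the cell cycle term one of −0.0079, the last in the opposite direction to the list, none of them past the threshold. The terms for TGF-β and p53 are signaling terms, while the lists hold target genes, so that these sets are not alike. The cause of the differences was not tested. For the receptors the median ranged from 0.078 (without sEH-/- replicate 3, adjusted p = 0.072) to 0.22 with a library left out, and over all alternatives their adjusted p reached 0.44. The cell cycle list, not past the threshold with any library left out, ranged from −0.033 to 0.11.

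Around *Ephx2*, 2.40% of tested genes were called within 10 Mb, 3.08% within 5 Mb and 3.53% within 20 Mb, against 2.61%, 2.60% and 2.59% elsewhere, so that the sign of this small difference turned with the window. With a library left out the share within 10 Mb ranged from 0.00% to 3.97%, following the number of calls.

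For 57 named genes, 964 values were computed under the alternatives, of which 836 kept direction and side of the threshold, 118 lost the threshold, 1 crossed it and 9 changed sign. No called gene changed sign, but in genes without overlap between the genotypes a left-out library could hardly bring this about. The sign changed in genes with log2 fold changes near 0. With a library left out, *Nos2* ranged from −0.20 to 0.020, *Chil3* from −0.11 to 0.20, *Cd36* from −0.027 to 0.20, *Smurf2* from −0.030 to 0.12 and *Xist* from −0.23 to 0.15, and with the library total as a covariate *Chil3* was at −0.024 and *Cd36* at −0.017. Most lost calls came from leaving out wild-type replicate 3 (37 genes), wild-type replicate 2 (30 genes) or sEH-/- replicate 2 (18 genes).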

Differences from the paper's values

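The log2 fold changes of the 11 genes labeled in Fig. 4A, read by eye and turned to sEH-/- over wild-type, all lay within 1 standard error of the values computed here.

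The paper states in its discussion that several scavenger receptors were lower without the sEH, and refers to RNA sequencing of M2c macrophages. In the counts, 29 of 35 tested genes of the receptor list had a log2 fold change above 0, against a median of 23 (95% between 18 and 28) in random lists of equally abundant genes. The list includes *Gas6* and *Mfge8*, which encode secreted ligands and not receptors. *Itgb3* was the called gene that was lower (−1.47), and *Tlr2* (1.59) and *Olr1* (0.59) were called higher, though *Itgb3* lost its call in 4 and *Olr1* in 5 of 17 alternatives. *Mrc1* had a log2 fold change of 0.16, and *Cd163* had 0 to 2 counts per library. Adjusted over the list alone, 2 genes (*Itgb3* and *Tyro3*) were lower and 3 higher. The higher *Tlr2* matches the paper's results section, which reports an increase in M2c macrophages in vitro. The same section also reports less TLR2 and Mrc1 protein in M2c-polarized sEH-/- macrophages (Fig. 4G) and lower levels of both with an sEH inhibitor (Fig. 4H), in cultures that were not analysed here.

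Fig. 4B draws *Rbp4* among the top genes and as lower in sEH-/- macrophages. Its log2 fold change was −0.046 (SE 0.37, adjusted p = 0.96 from edgeR's quasi-likelihood test), and it was not called under any alternative, with log2 fold changes between −0.43 and 0.40. Of the other 49 genes in the heatmap, 46 were called in the direction drawn. *Fam129a* (adjusted p = 0.063) was called without a filter and without sEH-/- replicate 1 or wild-type replicate 1, *Wnk2* (adjusted p = 0.083) without a filter, with the replicate block and without sEH-/- replicate 3, and *Clic5* (adjusted p = 0.17) without sEH-/- replicate 1.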

Other observations

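The tests of a ceiling in the counts of abundant genes, of the receptor list and of neutrophil transcripts were chosen after the results were seen, and the comparison of larger with smaller libraries replaced a first test on the spread of raw counts after that had been seen. The test around *Ephx2* and the count of other splits were set before.

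Of the 10 splits of the 6 libraries into groups of 3, the split by genotype was the 1 with the most called genes (360). The other 9 gave 0 in edgeR's quasi-likelihood test, with 66 to 1909 genes at an unadjusted p below 0.05, and 0 to 5 with DESeq2. With 10 splits the share cannot fall below 0.1, so that chance cannot be excluded by this count alone. Among the other splits, the largest number at an unadjusted p below 0.05 (1909) came from setting the 3 largest libraries (sEH-/- replicate 1, wild-type replicates 2 and 3) against the 3 smallest.

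The counts of abundant genes hardly followed the library total. Duplicate removal keeps one read per position, and counts of 0.97 per exonic base for *Ctss*, 0.91 for *B2m* and 0.88 for *Lyz2* were the level at which no gene went further, with 0 genes above 1. *Lyz2*, at 1153 to 1173 counts, was nearly the same in libraries of 4400197 to 6096440 counts. The median slope of log count on log library total fell, among genes with a mean of more than 300 counts, from 1.33 under 0.05 counts per base (525 genes) to 1.03 at 0.1 to 0.2 and 0.26 above 0.6. Genes that are evenly expressed with no ceiling would keep a log2 fold change near 0 between larger and smaller libraries. Instead the median between the 3 largest and the 3 smallest libraries fell from 0.12 for genes under 0.05 counts per base to −0.27 for the 92 genes above 0.5, of which 83 had an unadjusted p below 0.05. In the first test, the median chi-square of raw counts per degree of freedom was 1.75 for genes above 0.6 per base. The raw counts of the 7 genes above 0.8 per base had a chi-square of 0.71 per degree of freedom within a genotype, which was not below 1 beyond chance (one-sided p = 0.13 from the chi-square distribution). These values are consistent with a ceiling left by duplicate removal. Genes above 0.3 counts per base held 13.1% of all counts. The share of called genes was 3.66% under 0.05, 1.59% at 0.1 to 0.2 and 0.83% at 0.3 to 0.5 counts per base, and 0 of 92 genes above 0.5 were called, so that differences in the most abundant macrophage transcripts could go undetected. Correcting each count for the ceiling, a choice made after seeing the data, gave 400 called genes, including all 360, and moved *Tlr2* from 1.59 to 1.82 and *Nlrp3* from 0.97 to 1.05.

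The ceiling also bears on the receptor list. The sEH-/- libraries were smaller on average, and the median log2 fold change between the genotypes rose from −0.036 for genes under 0.05 counts per base to 0.089 for genes above 0.5, of which 85.9% were positive. Random lists matched on counts per base had a median of 0.059, and the 0.13 of the scavenger and phagocytosis receptors lay at percentile 99.9 of them. Matched random lists were then drawn within other fits. With counts corrected for the ceiling the receptor median was 0.14, at percentile 99.9 of its random lists, and the list stayed past the threshold in camera (adjusted p = 8.6e-04). With the log of the library total as a covariate the median was 0.046, at percentile 94.7, also past the threshold (adjusted p = 0.011), while over all alternatives the adjusted p reached 0.44. With a library left out the percentile was lowest without wild-type replicate 3 (95.2), next without sEH-/- replicate 3 (98.6), and at least 99.9 in the other fits. The small increase and the ceiling cannot be told apart here, since the list lay within the range of its random lists in part of the fits.

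Genes that the paper measured by other assays or in other cells had these values in the M2c libraries. *Arg1* had a log2 fold change of 0.13 (SE 0.12), *Chil3* 0.089 (SE 0.15) and *Id3* 0.32 (SE 0.15), none called, with *Arg1* and *Chil3* at 0.52 and 0.65 counts per exonic base. *Retnla* had 0 to 6 and *Snai1* 0 to 3 counts per library. *Tgfbr2* was at 0.049 (SE 0.074), *Acvrl1* at −0.099 (SE 0.075), *Smurf2* at 0.051 (SE 0.087) and *Smad2* at −0.098 (SE 0.071).

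Among the 42 tested TGF-β/Smad targets, 29 had a log2 fold change above 0 and 13 below. *Fn1* (1.71, SE 0.22, adjusted p = 0.0087), *Thbs1* (1.08, SE 0.16, adjusted p = 0.014) and *Tmem119* (0.86, SE 0.089, adjusted p = 0.0042) were called, all higher in sEH-/- macrophages, but all lost their calls without wild-type replicate 3, and *Thbs1* also without wild-type replicate 2. The 3 genes were also called when adjusted over the list alone. The direction is opposite to a general loss of TGF-β target expression, but the list mixes targets from several cell types and the origin of the increase was not tested. In the cell cycle list, *Mcm5* (1.62, SE 0.29), *Mcm7* (1.15, SE 0.26) and *Pclaf* (4.43, SE 0.83, with a mean of 11.8 counts, chosen after its values were seen) were called higher and *Cenpa* (−1.11, SE 0.21) lower. *Mcm5*, *Mcm7* and *Cenpa* lost their calls without sEH-/- replicate 2, without wild-type replicate 2 and without wild-type replicate 3. *Mcm7* and *Cenpa* also lost theirs with the log of the library total as a covariate. *Mcm7* lost its call in 6 of 17 alternatives, with limma-voom and the replicate block among them. The mean of the list (0.33) was well above its median (0.025).

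Of the 125 tested genes within 10 Mb of *Ephx2*, 3 were called (2.40%, against 2.61% of the other tested genes, two-sided Fisher's exact p = 1). They were *Dpysl2* (0.63), *Tnfrsf10b* (−1.33) and *Spata13* (0.89), at 0.731 Mb, 3.67 Mb and −5.41 Mb from *Ephx2*. All 3 lost their calls without wild-type replicate 2 and without wild-type replicate 3. *Dpysl2* and *Tnfrsf10b* also lost theirs without sEH-/- replicate 2 and with the log of the library total as a covariate. *Dpysl2* lost its call in 7 of 17 alternatives, with limma-voom, thinning and the replicate block among them. With 3 genes, alleles carried along with the targeted locus and regulation by genotype cannot be told apart. *Tnfrsf10b* is also on the list of p53 targets.

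Neutrophils brought along by sEH-/- cultures were weighed for the inflammatory genes. The transcripts *S100a9*, *Camp*, *Ltf* and *Ngp* reached at most 10 counts in any library, which argues against a large share of neutrophils. *Camp* was nevertheless higher in every sEH-/- library, with 10, 3 and 4 counts against 1, 1 and 1. A small share stays open, since the counts it would bring are not known. Of the neutrophil list, 5 of 15 genes could be tested, with a median log2 fold change of 0.54, none called over all genes and 2 called higher when adjusted over the list alone. These 5 had counts in both genotypes, and *Mmp8* had a mean of 1448 counts. *S100a8* had 140, 147 and 117 counts in the sEH-/- libraries and 78, 112 and 112 in the wild-type libraries. The log2 fold changes were 0.54 for *S100a8*, 0.84 for *Csf3r*, 1.07 for *Padi4*, 0.15 for *Mmp8* and −0.17 for *Il1r2*. For dendritic cell markers the median was −0.22 over 7 genes (*Ccl22* called higher), for lymphocyte markers −0.18 over 2 genes, for erythroid markers −0.21 over 3 genes and for stromal markers −0.54 over 9 genes (*Kitl* called lower). *Ccl22* and *Kitl* lost their calls without sEH-/- replicate 2, wild-type replicate 2 or wild-type replicate 3. Of the 9 stromal genes, 6 were lower and 3 higher in sEH-/- cells. *Col1a1* had 31, 22 and 5 counts in sEH-/- and 4, 121 and 34 in wild-type libraries, and *Col1a2* 11, 30 and 7 against 8, 171 and 58. Both were highest in wild-type replicates 2 and 3, the libraries whose omission left the fewest called genes. Whether stromal cells contributed to the calls was not tested. *Xist* had 2308 to 4474 counts per library, and no difference between the genotypes was detectable (log2 fold change −0.042, SE 0.20). *Nnt*, which differs between substrains of C57BL mice, had 0 to 3 counts in every library of either genotype.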
